# Interferon regulatory factor 7 mediates obesity-associated MCP-1 transcription

**DOI:** 10.1371/journal.pone.0233390

**Published:** 2020-05-21

**Authors:** Masashi Kuroda, Misa Nishiguchi, Naho Ugawa, Etsuko Ishikawa, Yasuyo Kawabata, Saya Okamoto, Waka Sasaki, Yumiko Miyatake, Mayu Sebe, Saeko Masumoto, Rie Tsutsumi, Nagakatsu Harada, Hiroshi Sakaue

## Abstract

Hypertrophy, associated with adipocyte dysfunction, causes increased pro-inflammatory adipokine, and abnormal glucose and lipid metabolism, leading to insulin resistance and obesity-related-health problems. By combining DNA microarray and genomic data analyses to predict DNA binding motifs, we identified the transcription factor Interferon Regulatory Factor 7 (IRF7) as a possible regulator of genes related to adipocyte hypertrophy. To investigate the role of IRF7 in adipocytes, we examined gene expression patterns in 3T3-L1 cells infected with a retrovirus carrying the IRF7 gene and found that enforced IRF7 expression induced the expression of monocyte chemoattractant protein-1 (MCP-1), a key initial adipokine in the chronic inflammation of obesity. CRISPR/Cas9 mediated-suppression of IRF7 significantly reduced MCP-1 mRNA. Luciferase assays, chromatin immunoprecipitation PCR analysis and gel shift assay showed that IRF7 transactivates the MCP-1 gene by binding to its proximal Interferon Stimulation Response Element (ISRE), a putative IRF7 binding motif. IRF7 knockout mice exhibited lower expression of MCP-1 in epidydimal white adipose tissue under high-fat feeding conditions, suggesting the transcription factor is physiologically important for inducing MCP-1. Taken together, our results suggest that IRF7 transactivates MCP-1 mRNA in adipocytes, and it may be involved in the adipose tissue inflammation associated with obesity.

## Introduction

Obesity is recognized as a prevalent global health problem. It is associated with increased risks of developing type 2 diabetes [1], cardiovascular diseases [2, 3], certain types of cancer [4] and depression [5]. Precise mechanisms are still unclear, but numerous studies demonstrated that adipocyte dysfunction and subsequent chronic inflammation are the primary defects linking obesity to whole body metabolism and cardiovascular diseases.

Energy imbalance can lead to adipose tissue expansion by an increase in adipocyte volume (hypertrophy) and number (hyperplasia). Between these, adipose hypertrophy is known to influence adipocyte biology and subsequently impair whole-body glucose homeostasis. Enlarged adipocytes exhibit functional disorders, characterized by impaired insulin sensitivity [6] and increased inflammatory adipokines, that induce immune cell activation and establish chronic inflammation [7]. Although adipocyte dysfunction may be secondary to hormonal changes resulting from excessive lipid accumulation, several studies have suggested that, at least to some degree, hypertrophy per se may be a cause of functional disorder in adipocytes. Of note, insulin sensitivity is inversely correlated with fat cell size, even after adjusting for body fat percentage [8, 9]. In addition, in a study with 108 healthy individuals followed for 9.3 ± 4.1 years, the authors found that enlarged fat cell size, and not high body fat percentage, was an independent predictor of diabetes and insulin resistance [8].

Functional disorders related to hypertrophic adipocytes are caused by transcriptional regulations at least to a certain extent [9]. Arner et al. evaluated the association between adipocyte morphology and gene expressions. Obese and non-obese subjects were divided into those with hyperplastic or hypertrophic adipocytes and the overall gene expression in adipose tissue was investigated. Principal component analysis clearly separated the four groups into three clusters: obese subjects (both with hyperplastic and hypertrophic adipocytes), non-obese subjects with hyperplastic adipocytes and non-obese subjects with hypertrophic adipocytes. In another study, it was demonstrated that adipocyte cell size was strongly associated with the transcriptome changes [10]. These findings indicated that hyptertrophy-associated functional disorder of adipocytes could be accompanied by the transcriptional changes, and that some kind of transcriptional regulators might be involved. In this study, our goal was to identify the transcription factors for obesity-associated gene expression and clarify their role.

We combined DNA microarray and motif analyses and identified IRF7 as a possible transcriptional regulator in enlarged obese adipocytes. We also found that this transcriptional factor can regulate the pro-inflammatory adipokine, MCP-1, and may contribute to triggering inflammation in adipose tissues of obese mice.

## Materials and methods

### Cell culture

3T3-L1 pre-adipocytes were kindly provided by Dr. Hosaka at the University of Shizuoka, Shizuoka, Japan. We maintained them at 37°C and 7.5% CO_2_/air in high-glucose Dulbecco’s Modified Eagle’s Medium (DMEM, Sigma, MO, USA) supplemented with 10% calf serum (Thermo Fisher Scientific, MA, USA). Confluent 3T3-L1 pre-adipocytes were kept for 48 hours and then induced into differentiation by replacing the media with DMEM containing 10% fetal bovine serum (GE Healthcare, Little Chalfont, UK), 10 μg/mL insulin (Wako, Tokyo, Japan), 500 μM isobutyl methylxanthine (Sigma, MO, USA), 1 μM dexamethasone (Wako, Tokyo, Japan), and 1 μM troglitazone (Cayman Chemical, MI, USA). After another 2 days, the media were replaced with 10% fetal bovine serum in DMEM and refreshed daily thereafter. Cells were harvested at days 2–8. For LPS stimulation, cultured adipocytes were starved without serum for 5 hours, and then incubated in antibiotic- and serum-free DMEM containing LPS at 10 ng/ml for 24 hours. For palmitic acid treatment, after 5 hours of serum starvation, 3T3-L1 adipocytes were exposed to 200 μM palmitic acid (Sigma, MO, USA) in 2% beef serum albumin (Sigma, MO, USA) / DMEM.

We maintained HEK293 cells and Plat-E cells at 37°C and 5.0% CO_2_/air in low-glucose DMEM (Sigma, MO, USA) supplemented with 10% fetal bovine serum. Cells were transfected with expression- and reporter-vectors, as described below.

### Retroviral vectors and infection

A retroviral vector encoding mouse IRF7 (IRF7-pMSCV) was kindly provided by Dr. Eguchi at the Okayama University Graduate School of Medicine, Okayama, Japan [11]. To generate retroviruses by transient transfection, we transfected Plat-E cells with pMSCV using Lipofectamine 2000 (Invitrogen, CA, USA). Two days after that, the supernatant containing retrovirus was collected. 3T3-L1 pre-adipocytes were incubated in retroviral media for 24 hours, and infected cells were selected by puromycin treatment.

### Transfection by electroporation

Differentiated 3T3-L1 adipocytes were electroporated using the NEPA 21 system (NEPA GENE, Chiba, Japan) according to the manufacturer’s protocol. Briefly, cells were trypsinized, washed in OptiMEM Reduced Serum Medium, suspended in OptiMEM Reduced Serum Medium at 50 × 10^4^ /100 μL, mixed with 100 μg expression vector, and transferred to a 0.2-mm gap cuvette. Then, 3T3-L1 adipocytes were plated in 24-well plates and cultured in 10% fetal bovine serum in DMEM for 24 h before use.

### Plasmid constructions

To generate reporter plasmids carrying mouse MCP-1 promoter, a 5′-flanking DNA sequence −2933 to −1055 nt, and −1157 to +71 nt (relative to the transcription start site) was amplified by PCR with PrimeSTAR® GXL DNA polymerase (TaKaRa, Tokyo, Japan). Gene-specific primers were as follows: 5′-aagctagcgaggatgaccagggaccaaa-3′ (*Nhe*I restriction site underlined) and 5′-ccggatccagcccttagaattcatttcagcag-3′ (*BamH*I restriction site underlined) for –2933 to –1055 nt (fragment A). 5′-ggaaatcaagatacctgagtggaag-3′ and 5′-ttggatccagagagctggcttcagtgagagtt-3′ (*BamH*I restriction site underlined) for −1157 to +71 nt (fragment B). Fragment A was digested with *Nhe*I and *BamH*I, and fragment B was with *BamH*I and *EcoR*I; they were inserted into the corresponding restriction sites of the pcDNA3.1(+) plasmid (Invitrogen, CA, USA). Each DNA fragment was confirmed by DNA sequencing. By combining fragments A and B, we obtained a 5′-flanking the DNA sequence of MCP-1 gene, and –2933 to +71 nt. This full-length MCP-1 promoter was excised using *Nhe*I and *BamH*I, and ligated into the pGL4.19 reporter plasmid (Promega, WI, USA). We introduced point mutations into the plasmid by PCR with GXL polymerase using primer pairs: 5′- cacagttAAtctcttccacttcctg-3′ and 5′-aagagaTTaactgtgggttggaatt-3′ for a mutation in ISRE –178 to –154 nt (uppercases indicate mutated bases). 5′- gcagctAAatttgctcccaggagtg-3′ and 5′- agcaaatTTagctgcgcagggagta-3′ for a mutation in ISRE −228 to −204 nt (uppercases indicate mutated bases).

To silence the IRF7 gene, we constructed the pSpCas9(BB)-2A-Puro (PX459) V2.0 CRISPR/Cas9 [12] against IRF7 exon 3. The target sequence was determined at crispr.mit.edu. Oligonucleotide pair (5′-caccgccactgcagcccctcgtac-3′, 5′-caccgccactgcagcccctcgtac-3′) was annealed and inserted into PX459 vector plasmid digested with the *Bbs*I restriction enzyme.

For the transient expression vector plasmid, we digested mouse IRF7 cDNA from the pCMV-IRF7 vector and subcloned it into the pcDNA3.1(+) or pcDNA3.1(+)/myc-HisA (Invitrogen, CA, USA).

### Establishment of IRF7 knocked-down cells

We transferred the PX459 against the IRF7 exon 3 into 3T3-L1 pre-adipocytes using the NEPA 21 system (NEPA GENE, Chiba, Japan) according to the manufacturer’s protocol. Transfected cells were selected by puromycin treatment (2.2 μg/ml) for 4 days. To increase genome editing efficacy, we repeated the transfections two times.

### Transfection and luciferase assay

HEK293 cells were plated in 24-well plates and transfected with reporter vector, IRF7 expression vector and β-galactosidase expression vector using Lipofectamine 2000. The following day, the cells were lysed with buffer supplied with the Luciferase Assay Kit (Promega, WI, USA). Luciferase activity was determined using a luminometer (Berthold Japan, Tokyo, Japan). Luminous intensity was normalized to β-galactosidase activity.

### 2-Deoxyglucose uptake measurement

3T3-L1 cells were seeded in a 6-well plate and induced into adipogenic cells according to the standard protocol. On day 7 after differentiation, mature 3T3-L1 adipocytes were serum-starved for 5 hours prior to measurements. Adipocytes were incubated with various concentrations of insulin in Krebs–Ringer Phosphate Hepes buffer (pH = 7.40) containing 2% beef serum albumin (Sigma, A8806) and then exposed to 1 mM 2-deoxyglucose (2-DG) for 20 min. The reaction was stopped by phlorizin treatment. 2-DG transported into the cells was measured using the Glucose Cellular Measurement Kit (Cosmo Bio, Tokyo, Japan) according manufacturer’s protocol.

### Oil red O staining

On day 7, 3T3-L1 adipocytes were fixed in 3.7% formaldehyde/PBS (−) for 16 hours at room temperature. Cells were then washed and stained with a filtered 0.35% Oil Red O solution in 60% isopropanol for 60 min at room temperature. After washing the cells in distilled water, they were observed under a BZ-X700 microscope (Keyence, Osaka, Japan).

### RNA isolation, reverse transcription, and quantitative real-time qPCR

We isolated total RNA from cultured cells or animal tissues using Trizol Reagent (Invitrogen, CA, USA) according to the manufacturer’s protocol. Complementary DNA was synthesized using TaKaRa PrimeScript RT reagent kits (TaKaRa, Tokyo, Japan), and analyzed by quantitative real-time PCR on a StepOnePlus^™^ (Applied Biosystems, CA, USA). We normalized gene expression to that of the 18S ribosomal RNA. Specific primer pairs are shown in Table 1.

**Table 1:** Primer pairs for real time qPCR.

Name of Genes	Forward primer (5’– 3’)	Reverse primer (5’– 3’)
mouse 18S ribosomal RNA	ggcctcgaaagagtcctgta	aaacggctaccacatccaag
mouse IRF1	tgtcgtcagcagcagtctctc	ttcggctatcttcccttcctc
mouse IRF2	ccttgcgggattgtattggt	tcagccactttagccctggt
mouse IRF3	ttgtgatggtcaaggttgttcc	tggaggtaggccttgtactggt
mouse IRF4	ttgaggaattggtcgagagga	gccatctgtgtgtcatccaaa
mouse IRF5	cacagagagccaacccactg	aggtggccacttggtgtctt
mouse IRF6	ccccatgactgacttggaca	tggacctgggaacttgacct
mouse IRF7	gagcgaagagagcgaagagg	ggcccacagtagatccaagc
mouse IRF8	tcaaggaaccttctgtggatga	ggagaaagctgaatggtgtgtg
mouse IRF9	aaccctaaccaaccac	gttgcagttgctgttgctgt
mouse MCP1	ctgttcacagttgccggctg	agcttctttgggacacctgct
mouse TNFα	caggcggtgcctatgtctc	cgatcaccccgaagttcaagtag
mouse Tap2	gcagacgacttcataggggaa	agttctgtagggcctgttcac
mouse IL1β	gccaccttttgacagtgatgaga	agctgccatccatccagaa
mouse IL6	cctctctgcaagagacttccatcca	agcctccgacttgtgaagtggt
mouse F4/80	ctttggctatgggcttccagtc	gcaaggaggacagagtttatcgtg
mouse leptin	agggaggaaaatgtgctgga	ggtgaagcccaggaatgaag
mouse adiponectin	ctacgaccagtatcagga	gaaagccagtaaatgtagag
mouse PPAR γ2	ccagagcatggtgccttcgct	cagcaaccattgggtcagctc
mouse C/EBP α	agcaacgagtaccgggtacg	tgtttggctttatctcggctc

### DNA microarray analysis

We purified total RNA with RNeasy mini kit (Qiagen, MD, USA) and synthesized cyanine-3 labeled cRNA using the One-Color Low Input Quick Amp Labeling kit (Agilent, Santa Clara, CA) according to the manufacturer's instructions. Labeled cRNA was hybridized with Agilent sureprint GE unrestricted microarrays (Agilent, Santa Clara, CA). Hybridized samples were scanned in an Agilent DNA microarray scanner (Agilent, Santa Clara, CA), and scanned images were analyzed using the Feature Extraction Software 10.7.1.1 (Agilent, Santa Clara, CA).

The results obtained were analyzed using GeneSpring software for characterizing upregulated genes during lipid accumulation. We submitted the list of upregulated genes to TransFind [13] to predict the genes’ transcriptional regulators.

### Subcellular fractionation and immunoblot

After treating the cells, as described in the Figure legends, we lysed and separated them into subcellular fractions using the Lysopure Nuclear and Cytoplasmic Extractor kit (Wako Tokyo, Japan) according to the manufacturer’s protocol. Samples were separated by electrophoresis onto a polyvinylidene difluoride (PVDF) membrane (Millipore, MA, USA) for transferring. The membrane was incubated in diluted primary antibody solution (1/500–1/1000) overnight (14–16 h) under agitation at 4°C. The PVDF membrane was incubated in horse radish peroxidase (HRP)-conjugated secondary antibody (1/10000 in TBST buffer) for 1 h. Signals were detected using a Clarity western ECL substrate (BioRad, Hercules, CA) and X-ray film (Carestream, NY, USA).

### Animal study and adipose tissue digestion

IRF7 knockout mice were provided by RIKEN BRC (Tsukuba, Japan) through the National Bio-resource Project of the MEXT, Japan. Starting when the mice were 4 weeks old, we fed them a control diet (Oriental Yeast, Tokyo, Japan) or a HFD60 (Oriental Yeast, Tokyo, Japan) containing 60% fat. All animal studies were conducted with male mice. Animal studies were performed according to guidelines of the Animal Research Committee of Tokushima University, and the Animal Research Committee of Tokushima University approved the protocols. The mice were humanely sacrificed by cervical dislocation.

We collected epidydimal white adipose tissue (eWAT), minced them, and digested them for 45 min at 37°C in PBS(−) supplemented with 2% bovine serum albumin (Sigma, MO, USA) and 2500 units/mL type II collagenase (Worthington, OH, USA). Digests were then incubated for 15 min in 10 mM EDTA, and passed through 250-μm nylon mesh. The filtrate was centrifuged at 1,200 rpm for 5 min at 4°C. We recovered adipocytes and stromal vascular fractions from the supernatant and pellet, respectively.

### Electrophoresis Mobility Shift Assay (EMSA)

HEK293 cells transfected with Empty- or IRF7-pcDNA were washed with PBS, and nuclear fraction was lysed and extracted in lysis buffer (20 mM HEPES-KOH(pH 7.9), 0.42 M NaCl, 1.5 mM MgCl_2_, 200 μM EDTA (pH 8.0) and 25% glycerol). Double strand DNA fragments for ISRE regions of mouse MCP-1 and their mutants (listed in Table 2) were labeled with ^32^P by T4 polynucleotide kinase reaction (TaKaRa, Tokyo, Japan) at 37°C for 30 min. Further, equal amount of extracts were incubated with 10 nM labeled DNA fragments and 10 μg/ml sonicated salmon sperm DNA in binding buffer (20 mM Tris-HCl (pH 7.5), 100 mM NaCl, 1.9 mM EDTA, 1.9 mM DTT, 10% Glycerol, 2% NP-40 and 0.6% beef serum albumin (Sigma, MO, USA)) at 24°C for 30 min. Samples were loaded on a 5% polyacrylamide gel and run in 0.5 TBE running buffer for 90 min at 150 V. The gel was dried and analyzed on a Fluorescent Imaging Analyzer FLA-9000 equipped with Multi-Gauge Version 3.0.

**Table 2:** DNA sequences for EMSA analysis.

Name of Probes	Forward (5’– 3’)	Reverse (5’– 3’)
ISRE (–228 to –204 nt)	cctgcgcagcttcatttgctcccaggag	ctcctgggagcaaatgaagctgcgcagg
Mutant for ISRE (–228 to –204 nt)	cctgcgcagctAAatttgctcccaggag	ctcctgggagcaaatTTagctgcgcagg
ISRE (–178 to –154 nt)	aacccacagtttctctcttccacttcct	aggaagtggaagagagaaactgtgggtt
Mutant for ISRE (–178 to –154 nt)	aacccacagttAAtctcttccacttcct	aggaagtggaagagaTTaactgtgggtt
Positive Control (PC)	gaaaactgaaagggagaaagtgaaagtg	tggaggtaggccttgtactggt

### Electroporation and Chromatin Immunoprecipitation (ChIP)- PCR

Empty- or myc tagged IRF7- pcDNA 3.1(+) was electroporated to matured 3T3-L1 adipocytes at day 5 using NEPA21 system (NEPA GENE, Chiba, Japan) according to the manufacturer’s protocol. Briefly, cells were trypsinized, washed and suspended in OptiMEM Reduced Serum Medium containing 100 μg plasmid at 50 × 10^4^ /100 μL. After electroporation, 3T3-L1 adipocytes were cultured in 10% fetal bovine serum in DMEM for 24 h before use.

Cells were trypsinized, crosslinked with 1% formaldehyde at 37°C for 15 min, and lysed with lysis buffer supplemented with PMSF and aprotinin. The lysate was sonicated to fragment genomic DNA, centrifuged, and supernatant was collected. Next, 1 μg of normal rabbit IgG (control) or anti-myc antibody and sepharose G beads were added to the resulting sample. After incubation with rotation for 4 hours, immunocomplex was precipitated with sepharose beads, and washed with cold buffer. The DNA/antigen/antibody complex was eluted with elution buffer and reacted with proteinase K at 45°C for 1 hour. Finally, DNA was purified with phenol/chloroform extraction and ethanol precipitation. The resulting ChIP DNA was analyzed real-time qPCR. The primer pairs are listed in Table 3.

**Table 3:** Primer pairs for ChIP PCR.

Name of primer pair	Forward (5’– 3’)	Reverse (5’– 3’)
–274 to –184 nt	ttactgccaattcttccctctttc	tttggtatttttctagccactcctg
–214 to –107 nt	gctcccaggagtggctagaa	tggaagttgaatccgctgag

### Measurement of adipocyte cell size

3T3-L1 adipocytes cultured for 8 and 20 days after the induction of adipogenesis, were detached, collected and fixed with osmium tetroxide for 3 days at 37°C. Cells were filtered with 10 μm nyron mesh, washed with PBS several times and collected in Isoton^TM^ II Dilutant (Beckman, CA, USA). Cell size was measured using Coulter Multisizer 3 (Beckman, CA, USA).

### Antibodies and other reagents

Anti-myc-Tag mouse mAb (Cell Signaling Technology, MA, USA #2276), anti-LaminA pAb (Santa Cruz Biotechnology, TX, USA sc-20680), anti-β-actin pAb (Proteintech, IL, USA 20536-1-AP), anti-p44/42 MAPK (ERK1/2) pAb (Cell Signaling Technology, #9102), anti-phosho-p44/42 MAPK (ERK1/2) (thr202/tyr204) pAb (Cell Signaling Technology, #9101), anti-Akt pAb (Cell Signaling Technology, #9272), and anti-phospho-Akt (ser473) pAb (Cell Signaling Technology, #9271) were diluted in TBST (1:1000) and used in immunoblot analysis. All other chemicals were analytical grade.

### Statistical analysis

We analyzed data using unpaired Student’s t-test and considered p-values of < 0.05 to indicate statistical significance.

## Results

### Identification of IRF7 as a possible transcription regulator in adipocytes

To identify the transcription factor associated with gene expression in large fat cells, we first conducted DNA microarray analysis of 3T3-L1 cells cultured for 2, 8 and 20 days after the induction of adipogenesis. We confirmed that as the culture period extended, lipid droplets apparently grew and the amount of cellular lipid accumulation increased (S1A–S1D Fig). Moreover, the mean adipocyte size at day 8 was 15.7 ± 0.11 μm whereas that at day 20 was 23.8 ± 0.33 μm (S1E and S1F Fig) suggesting that long-term culture leads to adipocyte hypertrophy. Real-time qPCR analysis demonstrated that these long-term cultured adipocytes reproduced the gene expression changes in adipose tissues in obese mouse (S1G–S1J Fig). Therefore, we thought that long-term cultured 3T3-L1 adipocytes were good *in vitro* model, which resembles large adipocyte in obesity.

We identified a set of 503 genes that increased from day 2 to day 20 (Fig 1A and 1B). Next, we performed a DNA sequence motif analysis of this gene set with TransFind [13] to predict possible transcriptional regulators in hypertrophied adipocytes. As listed in Fig 1C, we identified six transcription factor (TF) matrixes with p-values of < 0.01, and interferon regulatory factor (IRF) was listed at the top with the lowest p-value in six candidates. Among the IRF family members, IRF7 and IRF9 mRNAs increased with lipid accumulation, whereas other IRF members only slightly changed during early adipogenesis and lipid accumulation in adipocytes (Fig 2A–2I).

**Fig 1:**
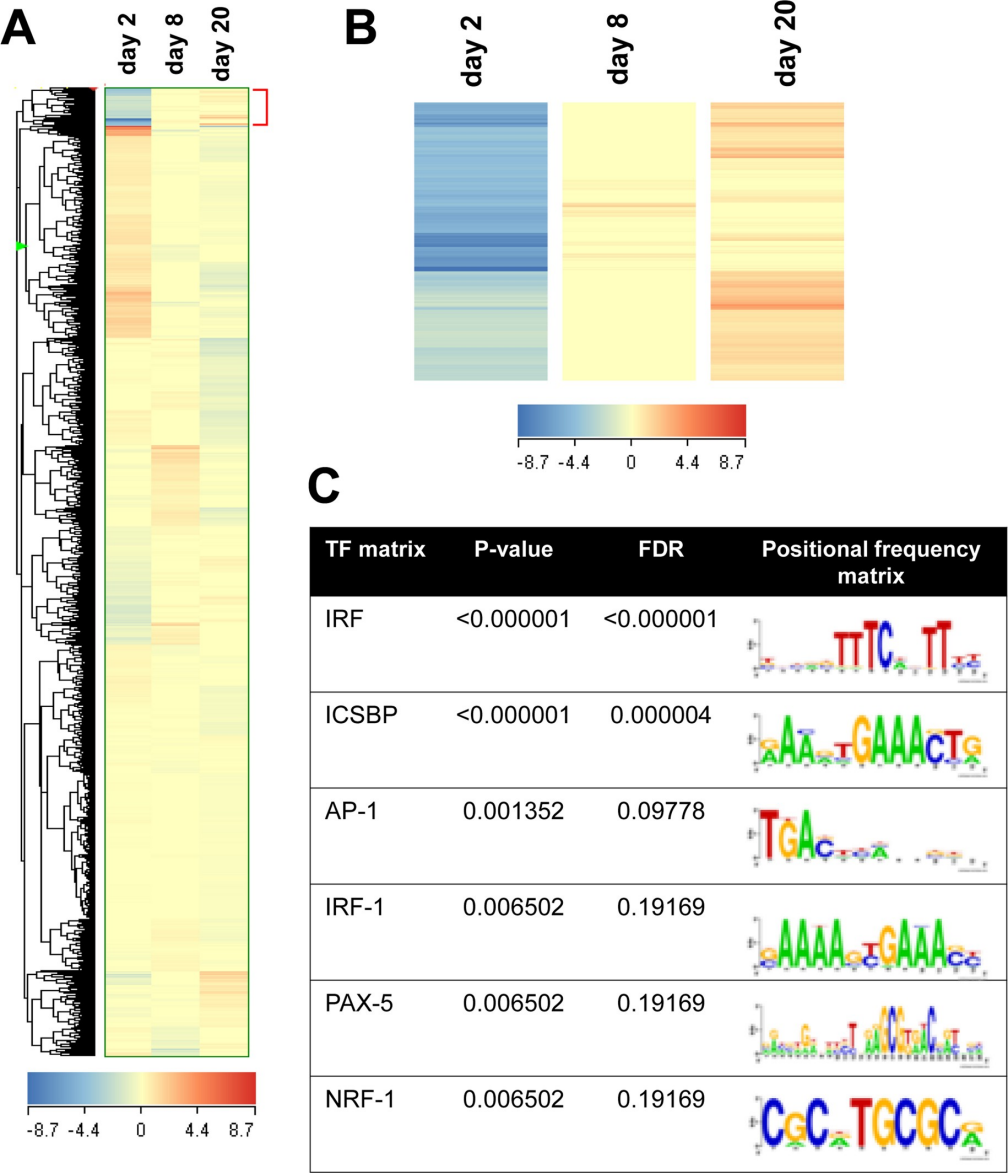
Identification of interferon regulatory factor 7. A and B: DNA microarray analysis was conducted in 3T3-L1 cells at 2, 8, and 20 days after inducing adipogenic differentiation. Hierarchical clustering analyses identified 503 genes that were upregulated in hypertrophied adipocytes. C: The identified gene set was submitted to TransFind, a software tool to predict the affinity of the transcription factor to promoter regions (−800 to +300 bp from transcription start site). A transcription matrix was defined as significant when the corresponding p-value was < 0.01. The output of the TransFind analysis was listed according to the p-value order. IRF: interferon regulatory factor, ICSBP: interferon consensus sequence-binding protein, AP-1: activator protein 1, PAX-5: paired box protein-5 and NRF-1: nuclear respiratory factor 1. FDR: false discovery rate.

**Fig 2:**
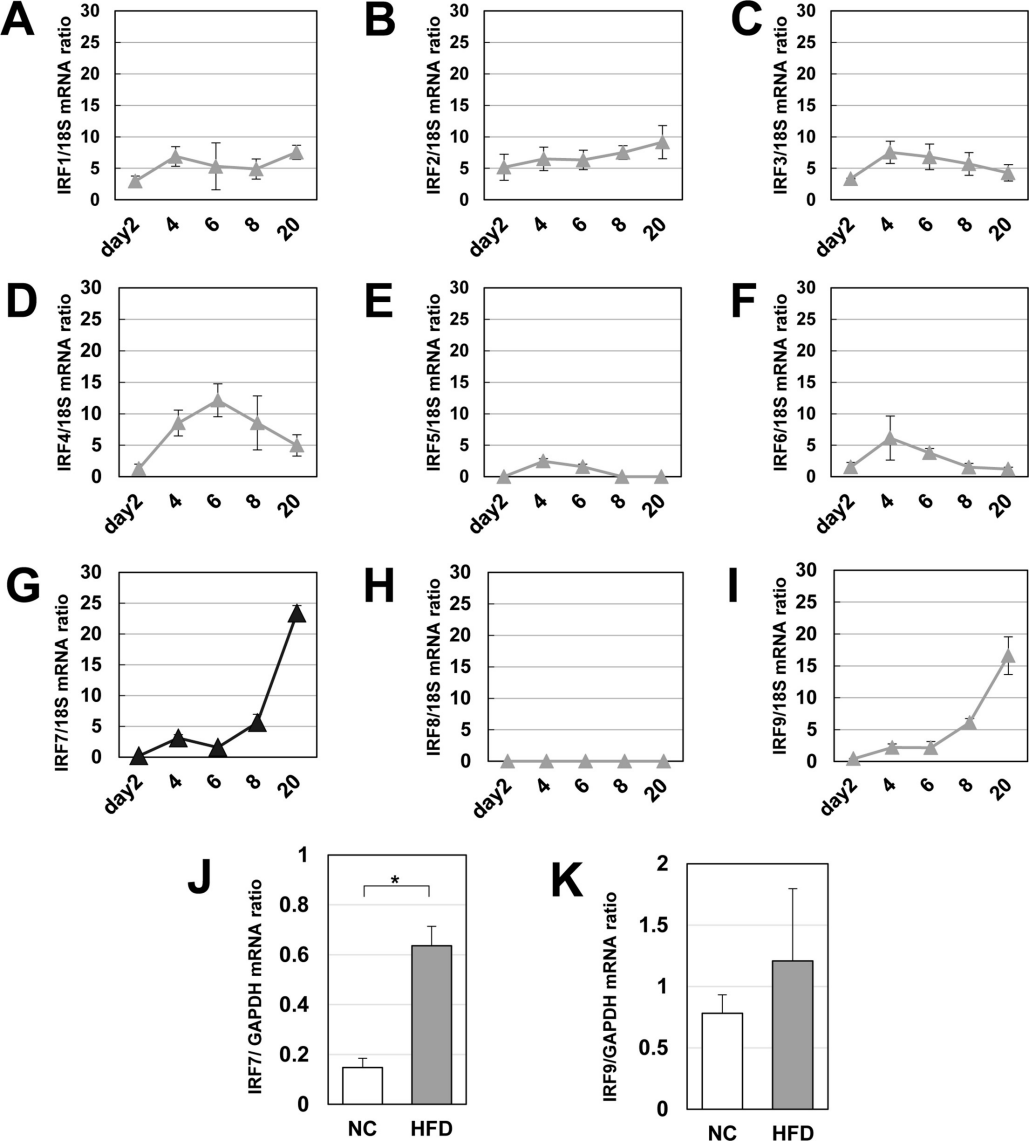
Expression pattern of IRFs in adipocytes during adipogenic differentiation and hypertrophy. A–I: The IRF1−9 mRNAs during adipogenesis and lipid accumulation in 3T3-L1 adipocytes (n = 4) were quantified by real-time qPCR. J and K: The mRNA levels of IRF7 and IRF9 in eWAT were determined by real-time qPCR. White adipose tissue was excised from C57BL/6J mice fed with normal chow (NC) or a high-fat diet (HFD) for 8 weeks starting at 4 weeks of age. *p < 0.05 and **p < 0.01. All values are means ± SEM.

We also checked IRF7 and IRF9 mRNAs in white adipose tissues in obese mice. As shown in Fig 2J and 2K, IRF7 was robustly induced by a high-fat diet (HFD) (Fig 2J), whereas IRF9 tended to increase, but not significantly (Fig 2K). Thus, we selected the transcription factor IRF7 as our research target.

### Effects of IRF7 on MCP-1 mRNA expression

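The effect of forced IRF7 expression on gene expression was measured by DNA microarray in 3T3-L1 cells, a mouse pre-adipocyte line that turns into lipid-storing adipocytes after hormonal induction. Pre-adipocytes were infected with a pMSCV retrovirus that carried mouse IRF7 or no insert (Empty), infected cells were selected with puromycin, and RNA was taken at day 7 of differentiation. The RNA of each culture was labelled with cyanine-3 and hybridised to an Agilent one-colour array, on which every spot carries a probe for a transcript and the brightness of the spot follows the amount of labelled cRNA bound to it. The files held 1 array per group, so a difference between the Empty and the IRF7 array has no replicate check, no test was possible, and the number of arrays limits the precision of every ratio. Both arrays lay on the same slide and were scanned on the same day. The authors deposited the output of the Feature Extraction software, in which the intensity of each spot had been corrected for background and for spatial trends but not scaled between arrays.
Each array held 44397 spots, of which 1377 were controls. The other 43020 spots represented 39429 probes, 39030 of them with 1 spot and 399 with 10 spots. On the Empty array 25772 of the non-control spots (59.9%) were well above background, and on the IRF7 array 26342 (61.2%). No spot was saturated on either array. The 166 probes with an outlier flag on any spot of either array were left out, the spots of a probe were averaged, and log2 values were shifted by the 75th percentile of each array, which was 866.2 on the Empty array and 866.3 on the IRF7 array. Of the unflagged probes, 22857 were well above background on both arrays and could be given a ratio, and 1451 were well above background on only 1 array. For the latter a lower bound was used, the brighter value over the higher of the probe's own dim signal and the lowest signal among probes well above background on that array (8.36 on the Empty array and 7.01 on the IRF7 array). This bound is a convention and not a detection limit. Some probes with a higher signal, such as that of Irf4 at 11.0 on the Empty array, were not well above background. The spread between spots of the same probe gives the technical error on an array. Among probes with 10 spots and a signal of 50 or more that were well above background, the median SD of the log2 signal was 0.06 on both arrays, and among those with a signal under 50 it was 0.25 on the Empty array and 0.17 on the IRF7 array. This spread covers the spots of an array and not the variation between cultures.
Irf7 had 1 probe (RefSeq transcript NM_016850). Its signal was 240.8 on the Empty array and 12407 on the IRF7 array, a log2 ratio of 5.69 or 51.5-fold, against a technical error of 0.20 from the error model of the scanner software. The probe sequence was not used here, so transcripts from the retrovirus and from the endogenous gene were not told apart.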

To reveal the role of IRF7 in adipocytes, we first established IRF7-overexpressing 3T3-L1 cells by retroviral infection. No differences were observed between IRF7-overexpressing and control adipocytes in terms of the fundamental properties of adipocytes, including their morphologies, lipid accumulation, insulin receptor signal transduction, and insulin-induced 2-deoxyglucose transport (S2A–S2E Fig). To identify target genes of IRF7, we performed a DNA microarray again in 3T3-L1 adipocytes overexpressed with IRF7 and identified 519 genes that increased two folds or more. 

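Of the 24308 probes that were well above background on at least 1 array, 628 were increased 2-fold or more in IRF7 adipocytes and 288 were decreased 2-fold or more. The increase was measured on both arrays for 443 probes and rested on a lower bound for 185, and the decrease was measured on both arrays for 127 probes and rested on a lower bound for 161. An increase of 8-fold or more was found for 186 probes, and a decrease of that size for 4. The increased probes carried 380 distinct gene symbols, and another 187 of them had no symbol through their accession. The decreased probes carried 181 symbols. The values that the authors deposited after their own normalisation gave the same counts under the same filter, with all 628 increased probes shared. The differences between their 2 columns nearly equal the scanner log2 ratios, and the same flags and bounds were applied. The equal counts are therefore no independent check. The filter on dim probes moved the number of increased probes most. With every unflagged probe kept and no bound, 1420 probes were increased and 1317 decreased.
Among probes measured on both arrays that had a gene symbol, the 5 genes with the largest increases were Oasl1, Rsad2, Oas1a, Oas2 and Cmpk2. Oasl1 rose from a signal of 12.6 to 6489, a log2 ratio of 9.01, and Rsad2 from 19.9 to 8516, a log2 ratio of 8.74. For Oas1a, the brighter of its probes rose from 309.0 to 99581 (log2 ratio 8.33) and the other had a log2 ratio of 8.62. The log2 ratio was 8.21 for Oas2 and 7.76 for Cmpk2, whose second probe was not well above background on the Empty array and gave a lower bound of 6.76. Among the genes with a symbol and the largest decreases, H60b fell from a signal of 782.4 to 156.7, a log2 ratio of -2.32. Others had low signals, with log2 ratios of -2.02 for Depp1, -1.98 for S100g and -1.96 for Agtr2, and these 3 came out at less than 2-fold when the background was corrected by the normexp method with an offset of 50 (-0.15, -0.95 and -0.44). The largest decrease of any probe measured on both arrays belonged to NM_010400, an accession with no symbol in the table used here, at -3.15.

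**Figure D1:**
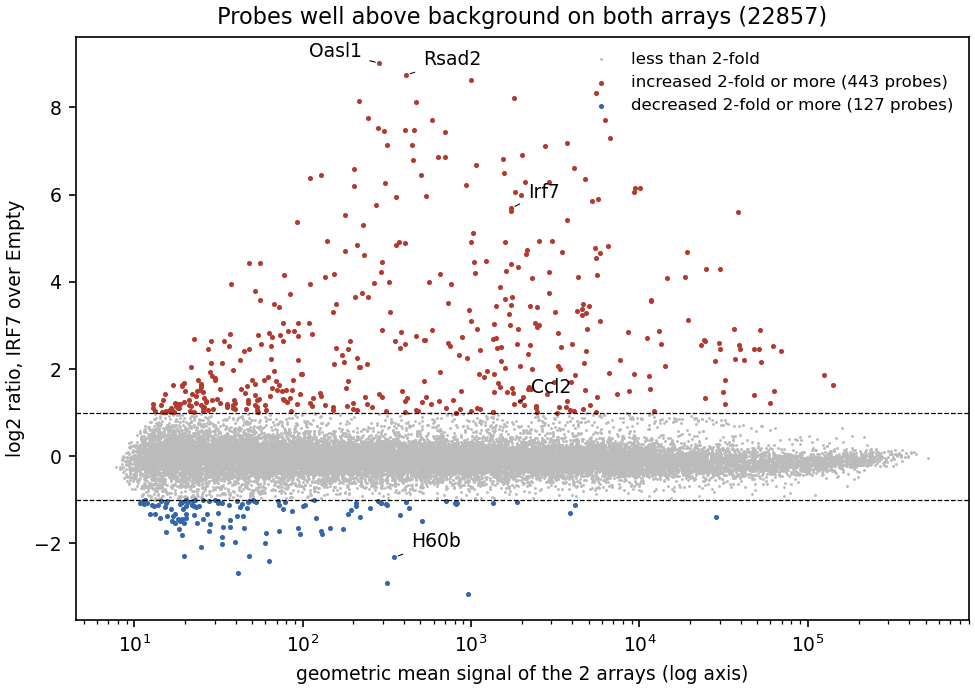
Log2 ratio of IRF7 over Empty against the geometric mean signal of the 2 arrays (log axis) for the 22857 probes well above background on both, each point being 1 probe. The 443 increased probes reach a log2 ratio of 9.01, and 92 of them lie at a mean signal under 50, against 78 of the 127 decreased probes.

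From the comparison of these arrays, the paper took the genes that increased 2-fold or more as candidate targets of IRF7 and went on to compare them with the genes induced in long-term culture.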

By comparing them with the 503 genes that were induced in adipocytes cultured for 20 days, we identified 97 genes whose expressions were elevated in both cases (by enforced induction of IRF7 and by long-term culture; see S1 Table). Among those genes, monocyte chemoattractant protein-1 (MCP-1) is the most studied chemokine and its involvement in obesity-associated inflammation is established well. Therefore, we focus more on MCP-1 (Fig 3A) whose expression pattern in adipocytes was very similar to that of IRF7 (Fig 3B).

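MCP-1 is encoded by Ccl2 (RefSeq transcript NM_011333), which had 1 probe with 10 spots on each array. The mean signal over the spots was 1191 ± 64.1 (SD over 10 spots of the Empty array) and 2752 ± 195.4 (SD over 10 spots of the IRF7 array), a log2 ratio of 1.21 or 2.31-fold. The spots ranged from 1099 to 1275 on the Empty array and from 2457 to 3025 on the IRF7 array, so the difference was larger than the technical spread within an array. Across all alternative settings the log2 ratio lay between 1.17 and 1.21. Among the 628 increased probes, 501 had a larger ratio or lower bound than Ccl2. Among the chemokines followed here, larger ratios were found for Cxcl10 at 6.44, Ccl5 at 3.89, Cxcl9 at 2.77, Ccl8 at 2.11 and Ccl7 at 1.67, each from a probe well above background on both arrays. With normexp background correction, Cxcl9 (1.13) and Ccl8 (1.16) came out close to Ccl2 (1.17). Ccl11 (-0.93), Cxcl5 (-0.31), Cx3cl1 (-0.23) and Cxcl12 (-0.21) were lower on the IRF7 array, by less than 2-fold, with the last 2 close to the technical error of 0.20 and Ccl11 at -0.13 with normexp.

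**Figure D2:**
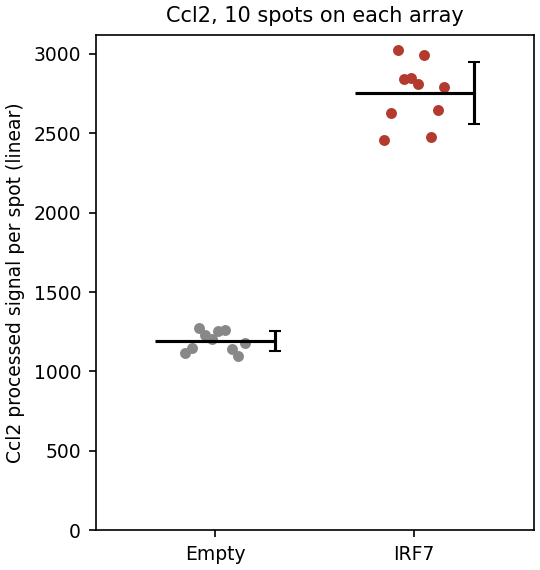
Processed signal of Ccl2 (linear axis) on the Empty and the IRF7 array, each point being 1 of the 10 spots of the probe on that array, with the mean (horizontal line) and the SD over spots (error bar). The spots of the IRF7 array lie between 2457 and 3025, all above the highest spot of the Empty array at 1275; the spots are technical repeats of 1 culture per group.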

**Fig 3:**
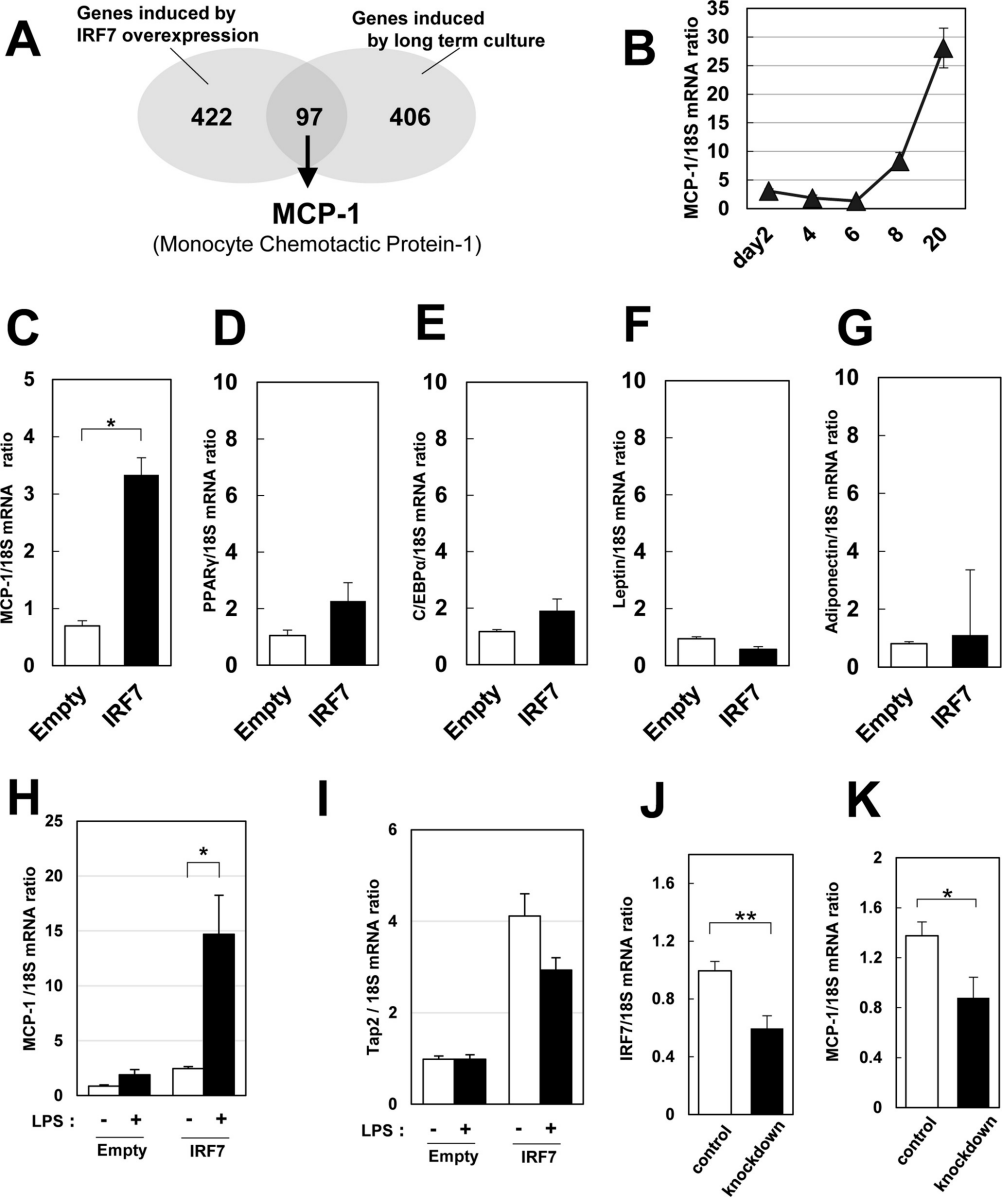
Identification of IRF7 target gene in adipocytes. A: The set of upregulated genes by IRF7 in 3T3-L1 adipocytes was obtained by DNA microarray analysis; 97 genes were overlapped with hypertrophy-induced genes. B: MCP-1 mRNA level changes during adipogenesis and lipid accumulation in 3T3-L1 adipocytes (n = 4). C–G: Empty- or IRF7-retrovirus infected 3T3-L1 pre-adipocytes were differentiated into adipocytes. 7 days after the induction of the differentiation, cells were harvested and analyzed by real-time qPCR (n = 4). H and I: Empty- or IRF7-retrovirus infected 3T3-L1 pre-adipocytes were differentiated into adipocytes. At day 6, cells were serum-starved for 5 hours and thereafter incubated in DMEM containing LPS at 10 ng/ml for 24 hours. Cells were harvested and analyzed by real-time qPCR (n = 4). J and K: IRF7 in 3T3-L1 cells were silenced by transfecting IRF7-PX459 into them and selected with puromycin. The resulting 3T3-L1 pre-adipocytes were differentiated into adipocytes. After 20 days of the induction into adipocytes, total RNA was isolated, and IRF7 and MCP-1 mRNA levels were examined (n = 5–6). *p < 0.05 and **p < 0.01. All values are means ± SEM.

Real-time qPCR analysis confirmed IRF7 over-expression induced MCP-1 mRNA, but did not affect other adipogenic genes, like PPAR γ, C/EBP α, leptin, or adiponectin (Fig 3C–3G). The effects of IRF7 on MCP-1 expression became more evident when cells were exposed to lipopolysaccharide (LPS) (Fig 3H). On the other hand, the typical IRF target gene, Tap2, was elevated in IRF7-overexpressed cells, but was not affected by LPS stimulation (Fig 3I), indicating the synergistic effects of IRF7 and LPS stimulation were specific to MCP-1 transcription.

Contrary to that, when IRF7 was depleted by CRISPR/Cas9 genome editing in 3T3-L1 adipocytes, the amount of MCP-1 mRNA decreased (Fig 3J and 3K).

### Effects of IRF7 expression on MCP-1 promoter activity

To confirm MCP-1 was induced by IRF7, we examined the effects of IRF7 over-expression on the mouse MCP-1 promoter activity. We isolated the mouse MCP-1 promoter ranging from –2933 to +71 nt, and inserted it into the pGL4.19 reporter vector (Fig 4A). As shown in Fig 4B, the MCP-1 promoter was markedly activated by IRF7 over-expression. Several sequence motifs might be bound by IRF7 within our examined promoter region (Fig 4A). To identify the sequence responsible for IRF7-mediated induction, we performed a promoter assay with a construct containing a series of 5′- deletion mutants (Fig 4B). Deleting the sequence from –2933 to –315 nt did not affect the MCP-1 promoter activation by IRF7, but further deletion attenuated the effect of IRF7 on the promoter activity, indicating the presence of relatively important motifs within the sequence of −315 nt or less. This region had putative IRF7 binding ISRE inverted motifs from −228 to −204 nt and from −178 to −154 nt, and we generated constructs containing different mutations in those ISREs (Fig 4C). The promoter construct with a −219 nt mutation was activated by IRF7 to the same extent as the wild type promoter. Although there was a significant induction of promoter activity of the reporter vector with a −168 nt mutation, the degree of activation was lower than that of the wild type promoter vector, implying that the ISRE ranging from −178 to −154 nt plays a relatively important role in MCP-1 transactivation by IRF7.

**Fig 4:**
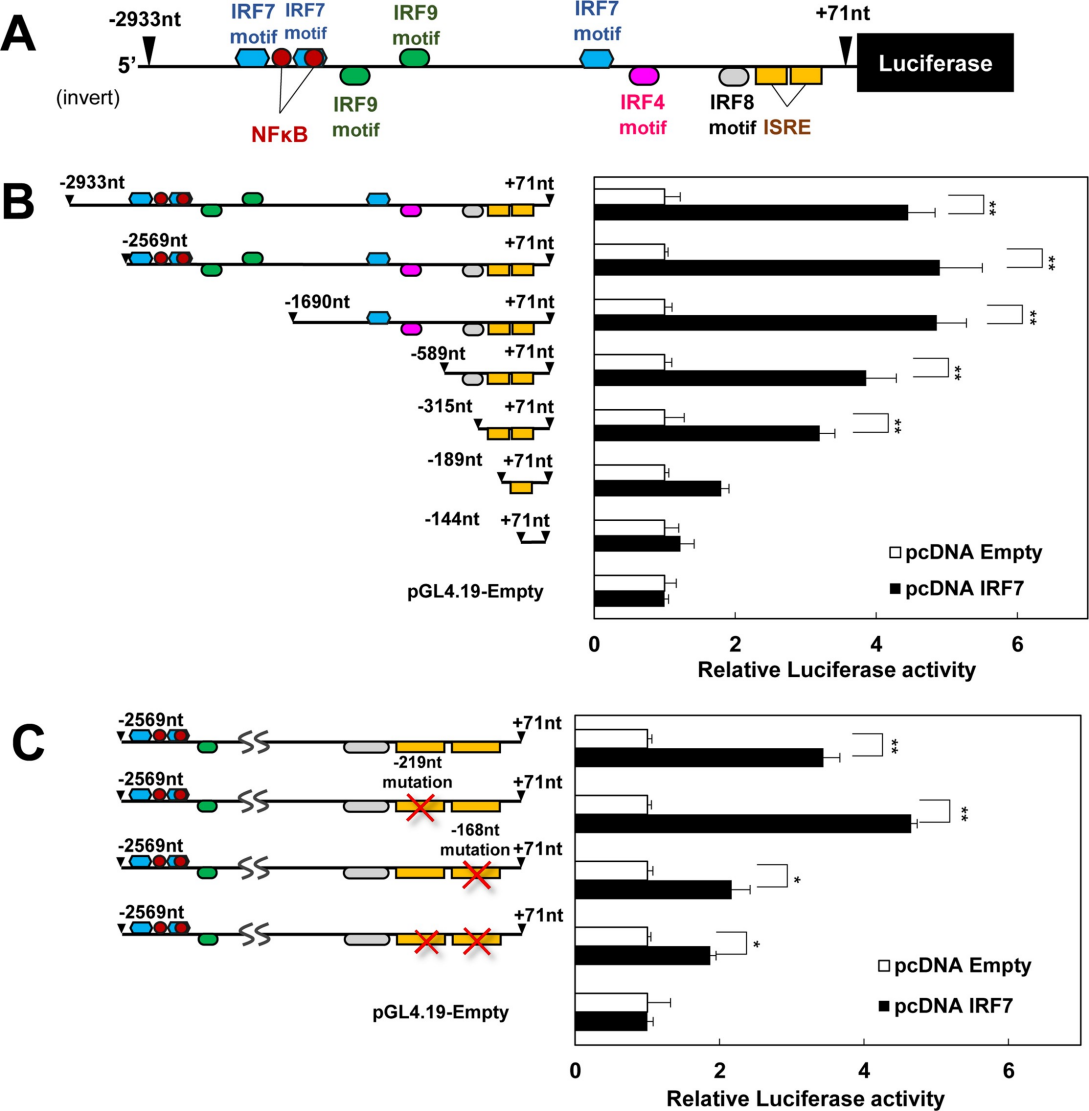
Effects of IRF7 expression on promoter activity of murine MCP-1. A: The promoter −2933nt to +71nt of the mouse MCP-1, upstream of the transcription start site, was inserted into the pGL4.19 reporter vector. Putative binding motifs are shown. B: The activity of MCP-1 promoter was measured in HEK293 cells with various lengths of 5’-fragments. Results are shown as fold inductions relative to the values in the cells transfected with Empty-pcDNA vector (n = 4). C: Luciferase assay performed in HEK 293 cells with MCP-1 promoter- pGL4.19 vector carrying one or two proximal ISRE mutations. Results are shown as fold inductions relative to the values in the cells transfected with Empty-pcDNA vector (n = 4). *p < 0.05 and **p < 0.01. All values are means ± SEM.

### Binding of IRF7 to MCP-1 promoter in adipocytes

Next, we carried out a ChIP-PCR assay to confirm the binding of IRF7 to the more proximal ISRE in the MCP-1 promoter. We used myc in the C-terminal expression vector and transiently transfected it into mature 3T3-L1 adipocytes. We obtained significantly higher amounts of region containing −178 to −154 nt ISRE with anti-myc immuno-precipitation than with IgG control (Fig 5A and 5B). Consistent with this result, EMSA assay showed that IRF7 bound to 25 nt DNA sequence within ISRE (−178 to −154 nt) and mutation within that sequence significantly impaired the binding (Fig 5C). Those results strongly indicate that IRF7 binds to the proximal ISRE and activates MCP-1 transcription.

**Fig 5:**
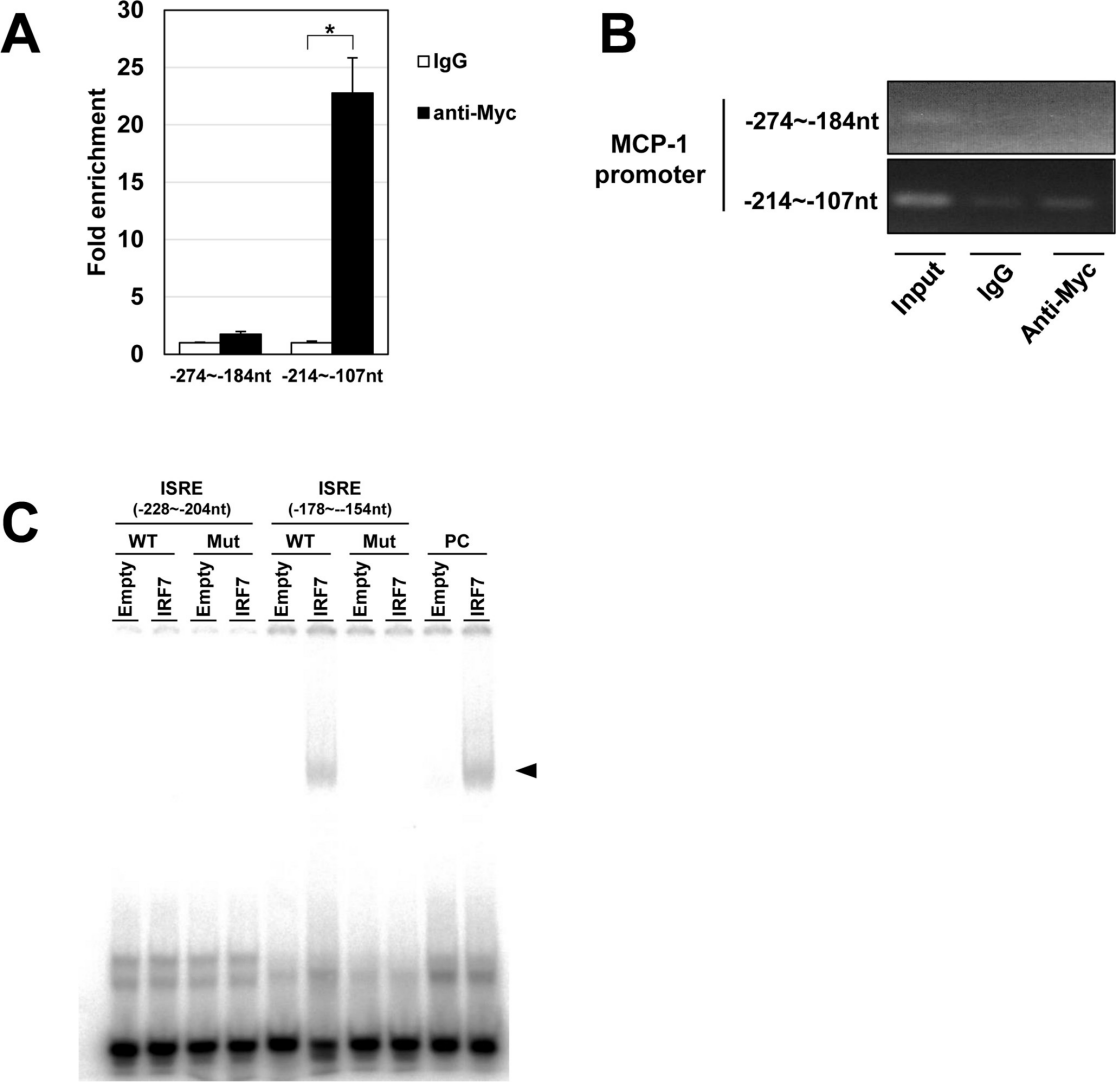
ChIP-PCR analysis of IRF7-myc-C binding to the mouse MCP-1 promoter. A: Quantitative, real-time PCR was performed with the indicated primer pair using an anti-myc antibody immunoprecipitated DNA fragment as template. Normal mouse IgG was used as negative control (n = 4). B: PCR products were separated by agarose gel electrophoresis and detected by ethidium bromide staining. C: DNA and nuclear protein interaction was examined by EMSA. DNA probes for ISRE (−228 to −204 nt) (WT) and its mutant (Mut) and for ISRE (−178 to −154 nt) and its mutant were used. The DNA probes confirmed to bind to IRF7 in the past [14] was used as positive control (PC). The arrowhead indicates protein-DNA complex. *p < 0.05 and **p < 0.01. All values represent mean ± SEM.

### MCP-1 expression in IRF7 knockout mice

Our results so far had not confirmed the effects of IRF7 on MCP-1 expression in adipocytes *in vivo*. However, another study demonstrated that IRF7 KO mice showed a markedly lean phenotype, even under high-fat feeding conditions [15], which suggests that it is difficult to evaluate the physiological importance of the transcription factor on hypertrophy-induced MCP-1 production.

Aside from hypertrophy, MCP-1 is also induced in visceral adipose tissue during the early phase of high-fat feedings [16] when adipocyte hypertrophy has not occurred yet. Therefore, we analyzed mice fed with HFD for only a short-term (3 weeks), before significant differences in body weight, body fat, and the adipocyte cell size (Fig 6A–6D) occurred.

**Fig 6:**
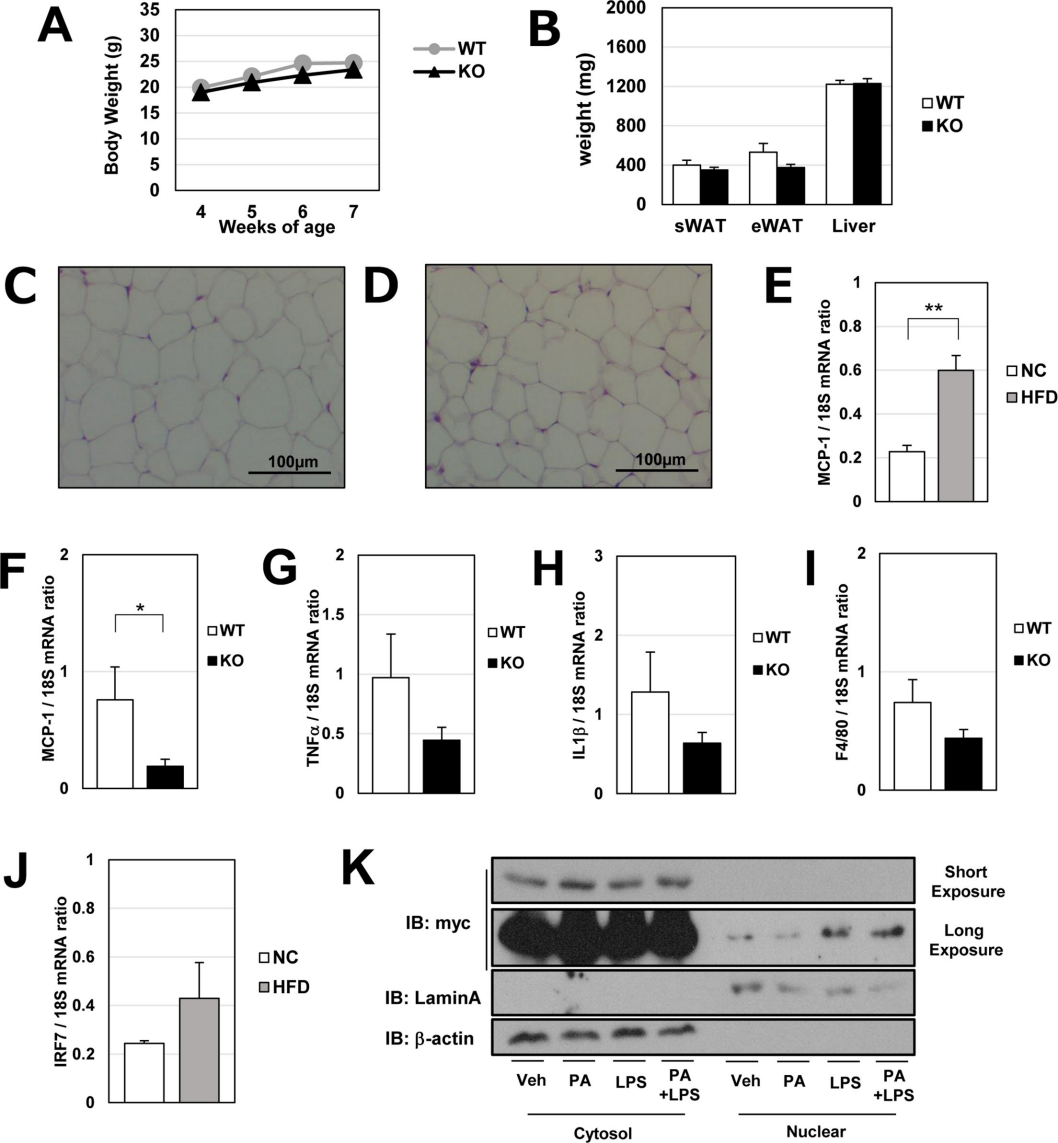
Characteristics of IRF7 knockout mice and effects of short-term high-fat diet (HFD) on IRF7 in adipocytes. A–J: At the age of 4 weeks, IRF7 KO or WT control mice were started on either a HFD or a NC (n = 6–8). After 3 weeks, subcutaneous white adipose tissue (sWAT), eWAT and liver tissue were excised. Body weights were measured during the HFD feeding (A). Excised tissues were weighed (B) and eWAT was subjected to HE staining (C; wild type mice and D: knockout mice). The effect of short-term HFD on MCP-1 mRNA in eWAT was assessed in WT mice (E). The expressions of several inflammatory adipokines (MCP-1, TNF-α, IL1β) and macrophage marker gene (F4/80) were examined by real-time qPCR in WT and KO mice (F–I). IRF7 mRNA levels in eWAT were also measured in WT mice (J). 3T3-L1 adipocytes (at day 5) were transfected with IRF7-myc expression vector. After 24 hours, the cells were treated with 400 μM palmitic acid (PA), 100 ng/ml LPS, or with a combination of both. Cells were lysed and separated into cytosol and nuclear fractions, and subjected to SDS-PAGE and immune blot analysis. *p < 0.05 and **p < 0.01. All values are means ± SEM.

In agreement with another report [8], we confirmed 3 weeks of high-fat feeding increased the MCP-1 mRNA in eWAT of mice (Fig 6E). As shown in Fig 6F, under HFD conditions, the MCP-1 mRNA was lower in KO mouse than in WT controls; on the other hand, we found no differences in other inflammation markers, including TNFα, IL1β, or F4/80 mRNA levels (Fig 6G–6I). Though a short-term HFD did not increase IRF7 transcription (Fig 6J), the mRNA level for MCP-1 was significantly lower in KO mice (Fig 6F) suggesting IRF7 may be activated without changes of its expression level. We found LPS treatment increased IRF7 translocation into the nucleus in 3T3-L1 cells (Fig 6K). Physiologically, IRF7 may be activated through increased endotoxemia in the absence of apparent obesity, and it may be involved in the early induction of MCP-1 in adipose tissues.

## Discussion

MCP-1, also known as C-C motif chemokine ligand 2 (CCL2), is a key player in inflammation. This inflammatory cytokine is produced following infection, binds to the CCR2 receptor on monocytes, and triggers their migration into inflamed lesions. Besides infection, the MCP-1 protein has been involved in other inflammatory conditions and plays a role in the progression of inflammation-dependent diseases, including atherosclerosis [17], arthritis [18], and cancer [19].

During the past few decades, it has been revealed that obesity is associated with chronic systemic inflammation, preceded by activation of the innate immune system within adipose tissues, and this low-grade inflammation links obesity and related-health problems. The adipose tissue is now recognized as an endocrine organ and in the obese mouse model, the expression and secretion of pro-inflammatory cytokines in adipose tissue are elevated [20]. MCP-1 is thought to be an initial trigger leading to further inflammation and to the metabolic disorder associated with obesity. In fact, many studies have shown the importance of MCP-1 and its receptor CCR2 on obesity-related metabolic disorders. Genetic loss of MCP-1 [21] or CCR2 [22] decreases the adipose tissue macrophage content, reduces inflammation, and protects mice from HFD-induced insulin resistance. Pharmaceutical inhibition of CCR2 improves insulin resistance and hepatic steatosis in *db/db* [23] and diet-induced obese mice [24]. Contrary to that, transgenic mice, in which MCP-1 is overexpressed in adipose tissue, exhibit insulin resistance and increased numbers of adipose tissue macrophages [21, 25]. Revealing the regulatory mechanisms of gene expression is important for understanding human diseases. In this study, we found that a transcription factor, IRF7, may regulate MCP-1 expression in fat cells.

IRF7 was originally identified in 1997 [26], and subsequent studies have demonstrated that it was a master regulator of type I interferon induction and of the interferon response gene expression against virus infections. IRF7 is activated upon virus infection, and it stimulates a set of genes involved in host anti-virus defenses. In 2008, Dr. Eguchi and colleagues performed an analysis combining DNase hypersensitivity and computational algorithms to predict transcriptional pathways in adipogenesis [11]. They investigated the important cis-acting element of 27 adipocyte-selective genes in 3T3-L1 cells prior to differentiation and after conversion to mature adipocytes. IRFs were finally identified as transcriptional regulators involved in adipocyte differentiation. Furthermore, they demonstrated that nine IRF members were transcriptionally regulated during adipogenesis and that several IRFs, such as IRF3 and IRF4, negatively affected adipocyte differentiation. Our study further raised the possibility that in addition to adipogenic processes, IRFs could regulate inflammatory changes in adipocytes triggered by nutritional overload. We first sought to identify transcriptional factors associated with the process of adipocyte hypertrophy, rather than adipogenic differentiation, using a combination of DNA microarray and genomic data analysis of binding motif prediction. As a result, we have identified IRFs. Among 9 isoforms of IRFs, we focused on IRF7, which was based on the mRNA expression pattern of IRFs in adipocytes *in vitro* and in adipose tissue from HFD-fed mice. Our *in vitro* experiments show that long-term culture increased IRF7 mRNA expression, which finely parallels that of MCP-1 (Figs 2G and 3B), and loss-of and gain-of-function experiments also support the involvement of IRF7 in MCP-1 expression in adipocytes (Fig 3C–3K). Moreover, MCP-1 mRNA expression in eWAT from IRF7 KO mice was significantly lower than that in WT controls, implying that the transcriptional factor is physiologically important for MCP-1 production.

Jin X et al. previously reported that IRF7 could promote the transcription of pro-inflammatory cytokines, including MCP-1, in gliomas [27]. In the current study, we further discovered that this transcription factor upregulated MCP-1 in adipocytes and might be associated with obesity-induced chronic inflammation in adipose tissue. Notably, we also examined the details of the transcriptional activation of MCP-1 by IRF7. Our promoter assay showed that IRF7 itself induced MCP-1 transcription by binding to its proximal ISRE (–178 to –154 nt). This murine ISRE region was not completely conserved in humans, but interestingly, this region overlapped with the IRF7 motif, which is very similar to the ISRE sequence (S3A Fig) [28, 29]. This suggests that IRF7 may have an important role in MCP-1 expression in humans. Moreover, this transcription factor may amplify MCP-1 production in the presence of inflammatory factors by interacting with other transcription factors. Following LPS stimulation, which activates MyD88 and leads to nuclear translocation of NF-κB, IRF7 overexpressed cells showed the interesting expression pattern of MCP-1 mRNA. As shown in Fig 2B, TAP2 mRNA, a well-known IRF7 target gene [30], was elevated in 3T3-L1 adipocytes by IRF7 over-expression, while it was not affected by LPS treatment. Meanwhile, we observed a significant increase in MCP-1 mRNA after LPS treatment, and the extent of induction by LPS was much larger in IRF7 over-expressed cells than in control cells. A crosstalk between IRF7 and the downstream signals of LPS may exist because the effects of LPS on MCP-1 induction in IRF7 overexpressed cells was not just additive but synergistic.

To exert its transcriptional activity fully, IRF7 needs to form a transcription complex or a virus-activated factor (VAF) by interacting with other proteins, like IRF3, p300, and CBP, and binding to ISRE in the promoter of interferon- and virus- inducible genes. Although the VAF complex may transactivate a variety of genes, it is not sufficient to induce others, such as interferon-β [31]. In virus-infected cells, ATF-2/c-Jun, and NF-κB were recruited to the interferon-β enhancer, forming a highly-coordinated transcriptional complex, enhanceosome, together with IRF3/7, p300, and CBP, resulting in effective interferon-β production [32]. Also, *in vitro* experiments demonstrated that, for full induction of interferon-β, both IRF3/7 and NF-κB need to be activated [32]. Neither type I interferon nor TNF-α alone, which activate either NF-κB or IRFs, were able to induce interferon-β. However, simultaneous stimulation of type I interferon and TNF-α led to a dramatic increase in interferon-β expression [33]. Similar to the regulation on interferon-β, NF-κB might synergistically work with IRF7 for MCP-1 transcription. Interestingly, a sequence similar to the motif for HMG-I/Y which is known to stabilize the binding and assembly of the enhanceosome complex is observed around the distal κB binding site in MCP-1 promoter [34, 35]. Those data indicate transcription factor IRF7 may increase MCP-1 expression in response to inflammatory factors, like LPS, and during basal conditions.

The upstream signaling pathway to induce IRF7 expression during the course of adipocyte hypertrophy is also important. Basically, type I interferon signals or a virus infection are typical IRF7 inducers. In 3T3-L1 adipocytes, IRF7 mRNA was dramatically increased after culturing for 20 days (Fig 1E), but type I interferon was hardly detected at any time point from day 2 to 20, suggesting that type I interferon- and virus infection- independent pathways may be involved. Akira et al. reported that some Toll-Like receptors, like TLR7, 8 and 9, induce antiviral responses via IRF7 activation [36]. Among these three subtypes, our DNA microarray data detected TLR7 and TLR9 in 3T3-L1 adipocytes, and their expression levels increase from day 2 through day 20 (see GSE147858). Of note, TLR9 is reportedly activated by obesity-related DNA-release from adipocytes and is involved in the chronic inflammatory response as well as insulin resistance [37]. Even *in vitro*, adipocytes released double-stranded DNA (dsDNA) into the culture media, and dsDNA acts as a TLR9 ligand to stimulate inflammatory signals [37].

Through analyzing IRF7 knockout mice, we noticed that IRF7 was involved in adipose MCP-1 during early phases of HFD (before adipocyte hypertrophy had appeared in WT animals). Though short-term HFD did not activate IRF7 transcription (Fig 6J), MCP-1 mRNA was certainly upregulated in WT mice, and genetic deletion of IRF7 significantly lowered the chemokine transcription. Those observations imply that IRF7 may be activated with no change in expression level at an early stage of obesity. Obesity-associated systemic inflammation is caused by multiple factors, and a triggering initial event has not been fully elucidated. Burcelin et al. associated intestinal microbiota with early induction of inflammatory chemokines by showing that, shortly after HFD, intestinal permeability increases and bacterial LPS goes into the bloodstream in mice models [38]. This metabolic endotoxemia further triggers acute inflammatory genes, including MCP-1, in adipose tissue [39]. IRF7 transcriptional activity is also regulated by its intracellular localization. We found that LPS treatment increased IRF7 translocation to the nucleus in 3T3-L1 adipocytes (Fig 6K). We were unable to estimate the physiological importance of IRF7 in hypertrophy-mediated MCP-1 induction in fat cells, because of the strong resistance to obesity in knockout mice. However, we found IRF7 could also be activated independently of the lipid overload in adipocytes and that it could be associated with MCP-1 production possibly through increased endotoxemia in obese individuals.

## Conclusions

We revealed the transcription factor IRF7 was involved in the pathogenesis of obesity, presumably by regulating the pro-inflammatory adipokine MCP-1. The functional annotation analysis was performed on the highly expressed genes that are shared in IRF7 over-expressed and long term cultured adipocytes and we found that there was a functional enrichment in “immunity”, “innate immunity”,” antiviral defense”,”MHC-I”, and so on (S2 Table). This result may imply IRF7 dose not only affect the MCP-1 transcription but also might be involved in more extensive immune system in fat cells.

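Of the data behind the shared genes, the arrays of IRF7-overexpressing adipocytes were analysed here, and the arrays of long-term culture were not analysed here. Because the copy of S1 Table used here ended before the shared genes, no enrichment was computed. Instead, gene lists named for the same functions were followed on the IRF7 side, with 1 probe per gene, and the median of each list was set against 10000 random lists of the same size matched on mean signal, as a description of these 2 arrays. Genes at a lower bound entered with that bound.
For interferon-stimulated antiviral genes, 33 genes were measured and the median log2 ratio was 4.93, above all 10000 random lists. Of these, 32 were increased 2-fold or more, 2 of them by a lower bound, and only Ifitm1 was lower on the IRF7 array (-0.29). For interferon-inducible GTPases, which bind GTP, all 17 measured genes were increased 2-fold or more, 3 of them by a lower bound, with a median of 4.23. The largest were Tgtp2 at 6.81, Gbp5 at a lower bound of 6.55, Ifi47 at 6.36 and Iigp1 at 4.92. The probes of Tgtp2 and Iigp1 differed in size, with 2.70 for the other probe of Tgtp2 and 6.78 for that of Iigp1. For MHC class I and antigen processing, all 24 measured genes were higher on the IRF7 array and 19 were increased 2-fold or more, with a median of 2.33. The immunoproteasome genes Psmb9 (5.42) and Psmb8 (4.94) led this list, followed by Tap1 (3.95) and H2-Q10 (3.01), and H2-Q8 changed least (0.13). The GTPase and the MHC class I list also lay above all 10000 random lists. MHC class I genes are closely related in sequence, so the signal of 1 member can include that of others. The other probe of H2-Q10 was not well above background on either array (signal 2.11 on the Empty array and 1.88 on the IRF7 array), so its 3.01 rests on 1 probe. For chemokines and inflammatory mediators the median over 21 genes was 0.38, with 7 genes increased 2-fold or more and 8 lower on the IRF7 array, and this median also lay above all random lists. The 23 adipocyte genes had a median of 0.00, at percentile 95.8 of the random lists, and none changed 2-fold or more. Lep was not among them, because 1 of its spots carried an outlier flag.

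**Figure D3:**
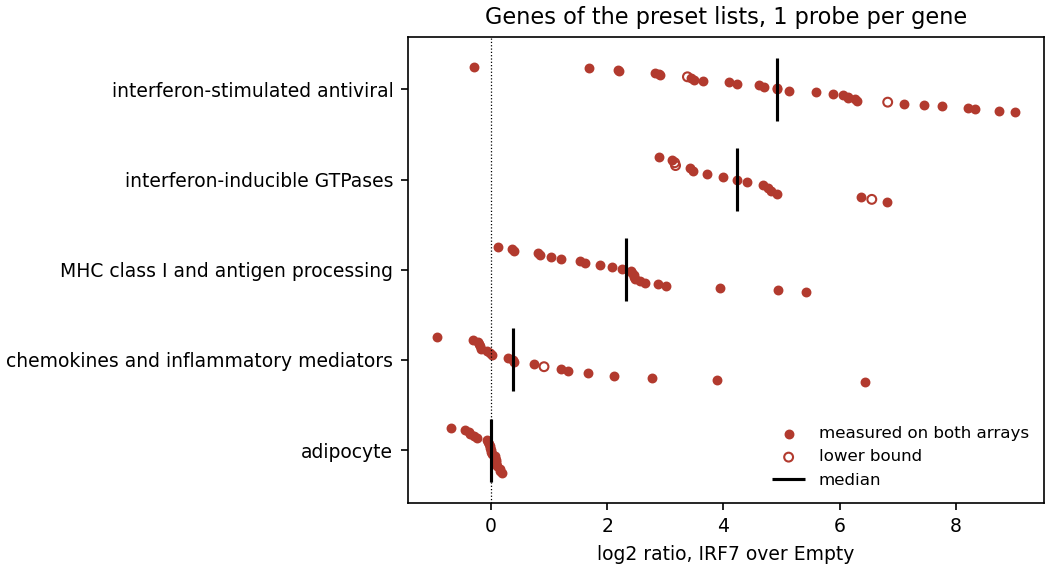
Log2 ratio of IRF7 over Empty for each measured gene of 5 lists, filled where the probe was well above background on both arrays and open where the ratio is a lower bound, with the median of the list as a vertical line. The medians run from 4.93 for interferon-stimulated antiviral genes to 0.00 for adipocyte genes.

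From the enrichment among the shared genes, the paper proposes that IRF7 might also take part in immune functions of fat cells beyond MCP-1 transcription.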

Moreover, Li H et al. reported that IRF7 knockout mice were protected against high-fat induced obesity and its related metabolic abnormalities [15], suggesting that, in addition to transcriptionally regulating MCP-1, IRF7 may be involved in energy homeostasis by unknown mechanisms. Blockage of IRF7 or its upstream pathways could become a therapeutic target.

## Supporting information

S1 Table List of genes that were upregulated in 3T3-L1 adipocytes both by enforced expression of IRF7 and by long-term cell culture. (XLSX) Click here for additional data file.

S2 Table The result of functional annotation analysis on the genes that were commonly upregulated by IRF7 over expression and by long term cell culture. (XLSX) Click here for additional data file.

S1 Fig Effects of long-term cell culture on adipocyte biology. A-D: 3T3-L1 cells 2 (A), 8 (B) and 20 days (C) after the induction of adipogenesis were stained with oil-red. Photographs were obtained by phase-contrast microscopy. Accumulated dye was extracted with isopropanol, and 492nm absorbance was measured (D)(n = 5). E-F: 3T3-L1 adipocytes were fixed with osmium tetroxide and suspended in Isoton^TM^ II Dilutant (Beckman, CA, USA). Cell size and its distributions (E), mean diameter (F)(n = 4–6) were measured by a Coulter Multisizer3 (Beckman, CA, USA). G-J: 3T3-L1 adipocytes at day 2, 8, and 20 were harvested and isolated mRNA were used for gene expression analysis. *p < 0.05 and **p < 0.01. All values are means ± SEM.
(TIF) Click here for additional data file.

S2 Fig The effects of forced expression of IRF7 on insulin receptor signaling and 2-deoxyglucose transport. A: control- (retro-Empty)(A) or IRF7 overexpressed- (retro-empty)(B) mature adipocytes at day 7 were fixed with 3.7% formaldehyde and stained with Oil-Red O. C: Accumulated dye was extracted with isopropanol, and 492nm absorbance was measured (n = 6). D: After 5 hours serum starvation, IRF7 overexpressed- (retro-IRF7) or control (retro-empty) adipocytes were stimulated with 10^−9^ or 10^−7^ M insulin for 5 min. Cells were harvested with lysis buffer containing β-glycerophosphate and sodium orthovanadate, and subjected to immunoblot of phosphor-ERK and phosphor-Akt. E: After 5 hours serum starvation, retro-Empty or retro-IRF7 adipocytes were stimulated with 10^−9^ or 10^−7^ M insulin, followed by 1 mM 2-deoxyglucose. Transported 2-DG amount was normalized to the total cellular protein (n = 6). *p < 0.05 and **p < 0.01. All values are means ± SEM.
(TIF) Click here for additional data file.

S3 Fig Alignment of MCP-1 promoter sequence of mouse and human. A: the 5’-flanking regions of human (–227 to –133 nt) and mouse (–238 to –143 nt) MCP-1 gene were compared. Putative transcription factor binding sites were indicated by boxing.
(TIF) Click here for additional data file.

S1 Raw images (PDF) Click here for additional data file.

# Supplementary material for: Interferon regulatory factor 7 mediates obesity-associated MCP-1 transcription
**Source:** PLoS One. 2020 May 21;15(5):e0233390. doi: 10.1371/journal.pone.0233390
**Supplement:** S1 Raw images

X      X      X      X      X      X      X      X      X  
 Empty Lanes    (1)   (2)   (3)   (4)   (5)   (6)   (7)   (8)   (9)   (10)   (11)   (12)

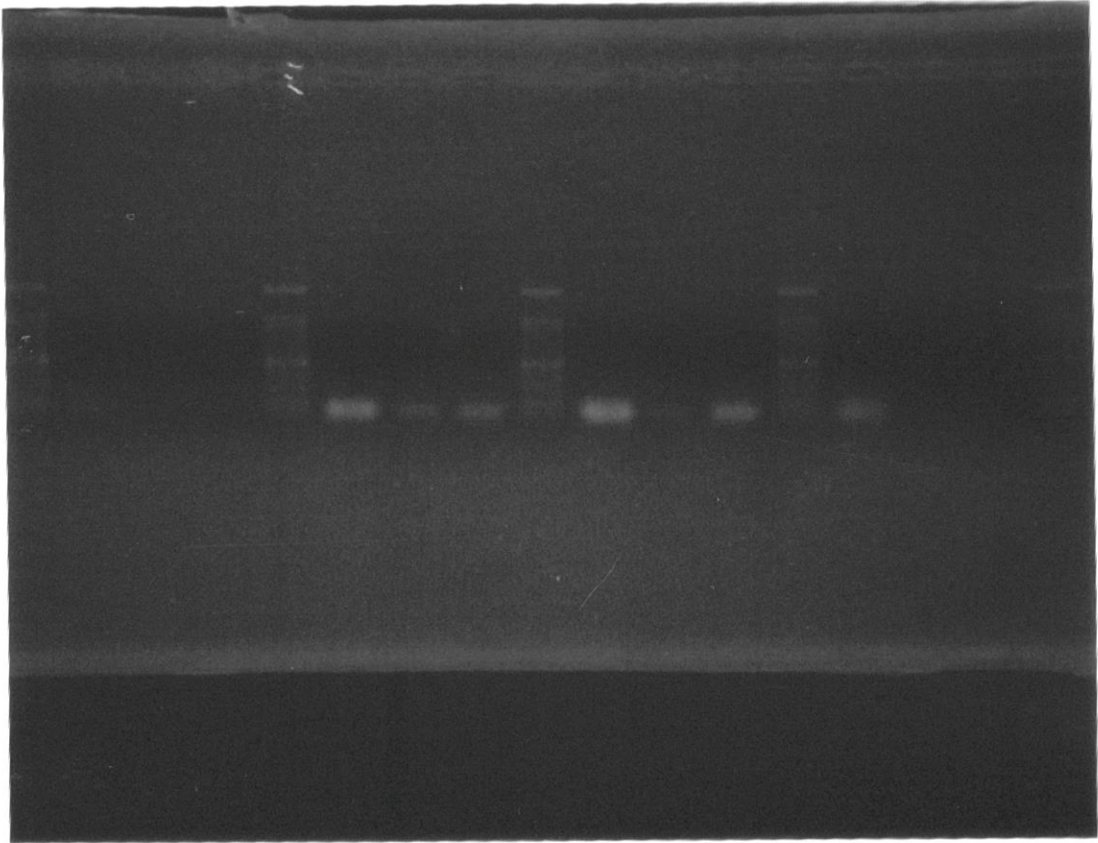

**S1\_raw\_Fig 5B: Detection of ChIP-PCR product by agarose gel electrophoresis and ethidium bromide staining.** Lane 1, 5 and 9: 100bp DNA Ladder (TaKaRa, Tokyo, Japan). Lane 2-4 and 6-8: PCR product of primer pairs (-214~-107nt from transcription start site of mouse MCP-1). PCR templates were Input gDNA(Lane 2 and 6), and normal mouse IgG (Lane 3 and 7) and anti-myc anti-body (Lane 4 and 8) immunoprecipitated DNA fragment. PCR products in Lane 2-4 and Lane 6-8 were obtained from independent experiments with different sample preparations. Lane 10-12: PCR product of primer pairs -274~-184nt from transcription start site of mouse MCP-1). PCR templates were Input gDNA(Lane 10), and normal mouse IgG (Lane 11) and anti-myc anti-body (Lane 12) immunoprecipitated DNA fragment. Agarose gel stained with ethidium bromide was visualized using PrintGraph (Atto, Tokyo, Japan). Red crosses indicate wells not included in the final figures. Lane 2-4 and 10-12 were used in Fig 5B.

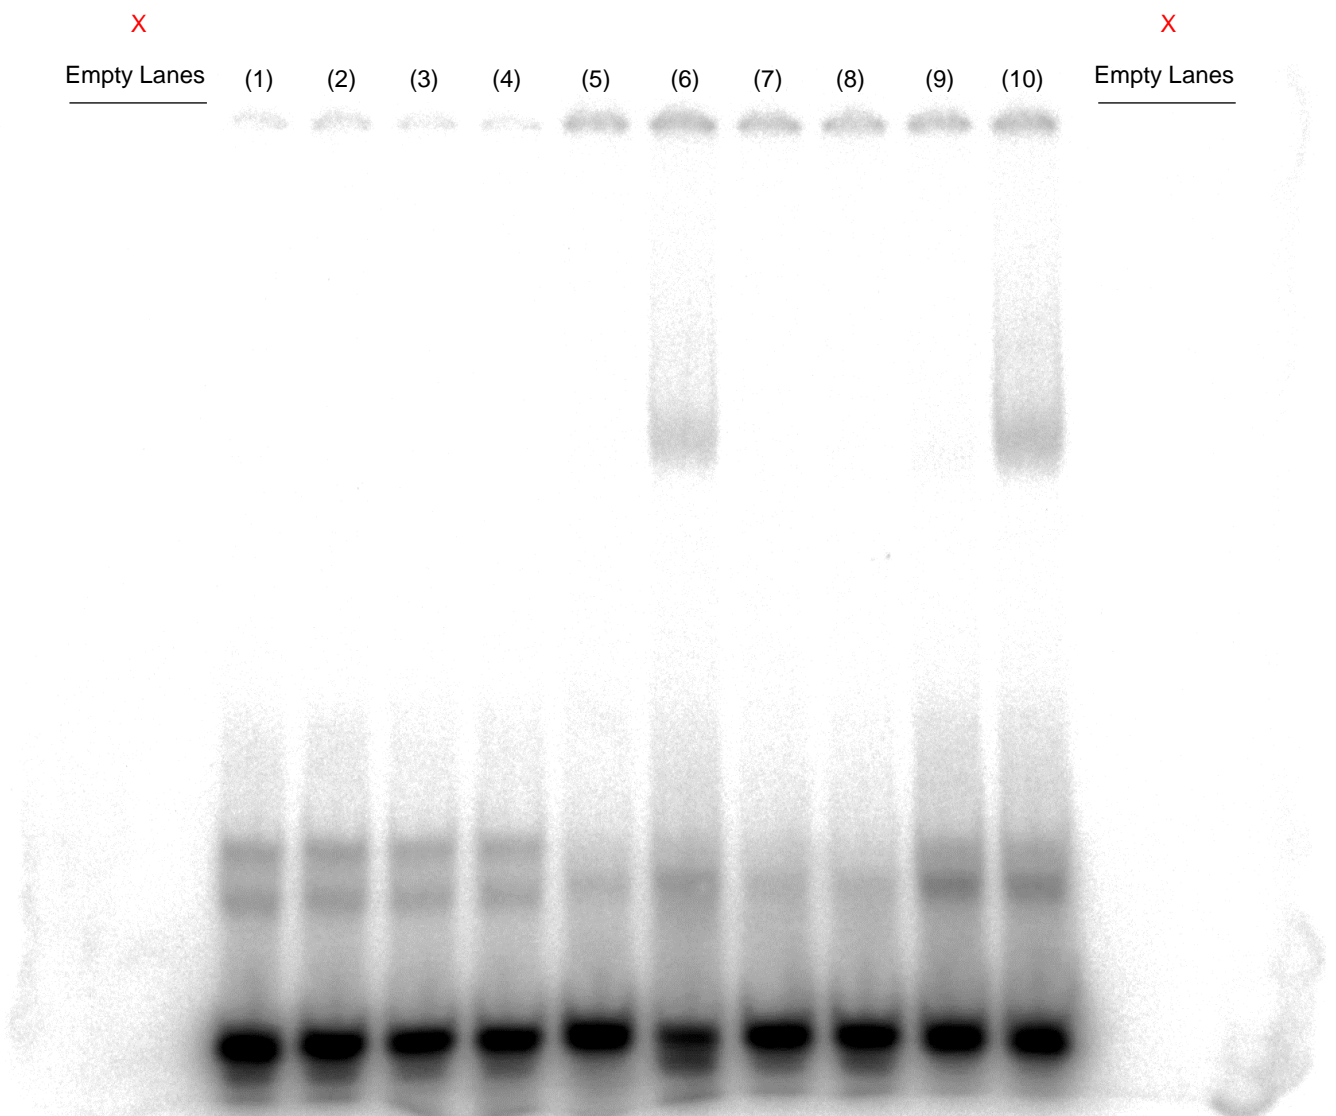

**S1\_raw\_Fig 5C: Electrophoresis Mobility Shift Assay.** Lane 1-4: Nuclear protein was extracted from HEK 293 cells transfected with Empty-pcDNA3.1(+) (Lane 1 and 3) or IRF7-pcDNA3.1(+) (Lane 2 and 4). Extracts were incubated with  $^{32}\text{P}$  labeled double strand DNA fragment corresponding to ISRE (-228~-204nt from transcription start site of mouse MCP-1) (Lane 1 and 2) and its mutant (Lane 3 and 4). Lane 5-8: Nuclear protein was extracted from HEK 293 cells transfected with Empty-pcDNA3.1(+) (Lane 5 and 7) or IRF7-pcDNA3.1(+) (Lane 6 and 8). Extracts were incubated with  $^{32}\text{P}$  labeled double strand DNA fragment corresponding to ISRE (-228~-204nt from transcription start site of mouse MCP-1) (Lane 5 and 6) and its mutant (Lane 7 and 8). Lane 9 and 10: Nuclear protein was extracted from HEK 293 cells transfected with Empty-pcDNA3.1(+) (Lane 9) or IRF7-pcDNA3.1(+) (Lane 10). Protein extracts were incubated with  $^{32}\text{P}$  labeled double strand DNA fragment, which was confirmed to bind to IRF7 protein in the past study (J Biol Chem. 275: 34320-34327, 2000.). Lane 9 and 10 were considered as positive control. Samples were separated in 5% polyacrylamide gel and detected using Fluorescent Imaging Analyzer FLA-9000 equipped with Multi-Gauge Version 3.0 software. Red crosses indicate wells not included in final figures. All the lanes were used in Fig 5C.

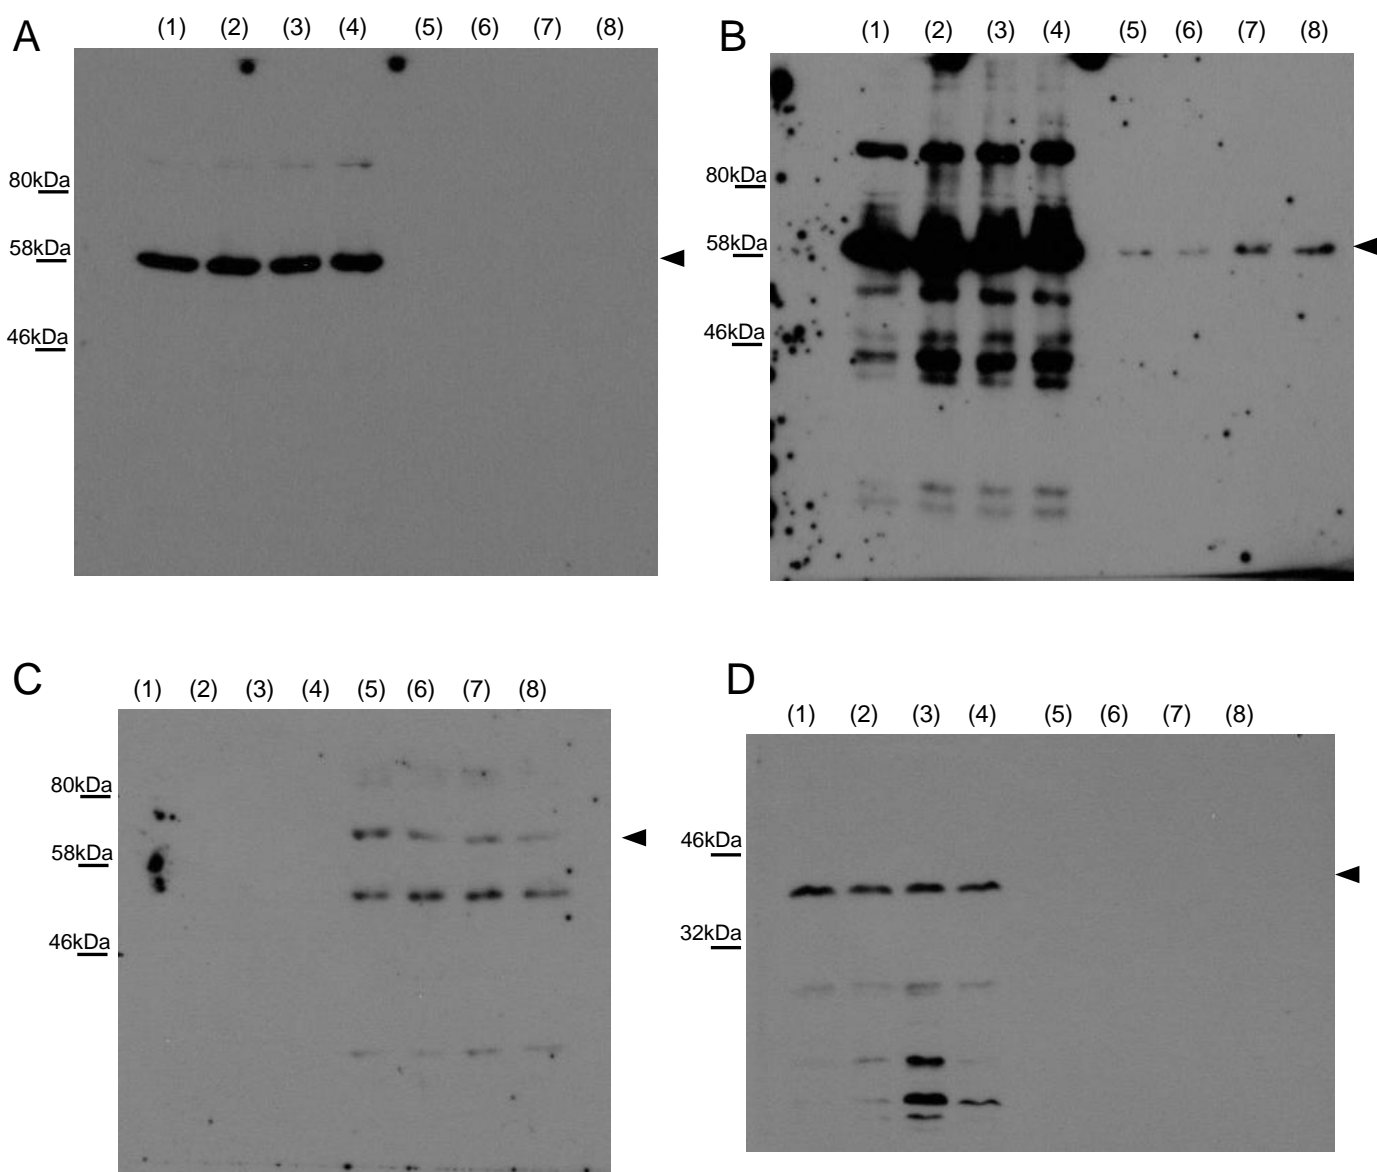

**S1\_raw\_Fig 6K: Western Blotting Images.** Lane 1-8: 3T3-L1 adipocytes were transfected with IRF7-myc in pcDNA3.1(+) at day 5. 24 hours after that, vehicle (Lane 1 and 4), 400  $\mu$ M palmitate (Lane 2 and 6), 100 ng/mg LPS (Lane 3 and 7) or a combination of both (Lane 4 and 8) was added to culture medium and cells were incubated for 24 hours more. Cells were lysed and separated into cytosol (Lane 1-4) and nuclear fraction (Lane 5-8). Equal amount of protein samples were loaded on 8-12 % of polyacrylamide gel and transferred to PVDF membrane. Then, membrane was incubated with anti-myc (expected molecular weight: 60-65 kDa)(Panel A and B), anti-Lamine A (expected molecular weight: 70-80 kDa)(Panel C) and anti- $\beta$ -actin (expected molecular weight: 40 kDa)(Panel D) antibody. Signals were detected using a Clarity western ECL substrate (BioRad, Hercules, CA) and X-ray film (Carestream, NY, USA). The image of Panel B was captured by long-exposure. The arrowhead indicate the expected position of each protein. All the lanes were used in Fig 6K.

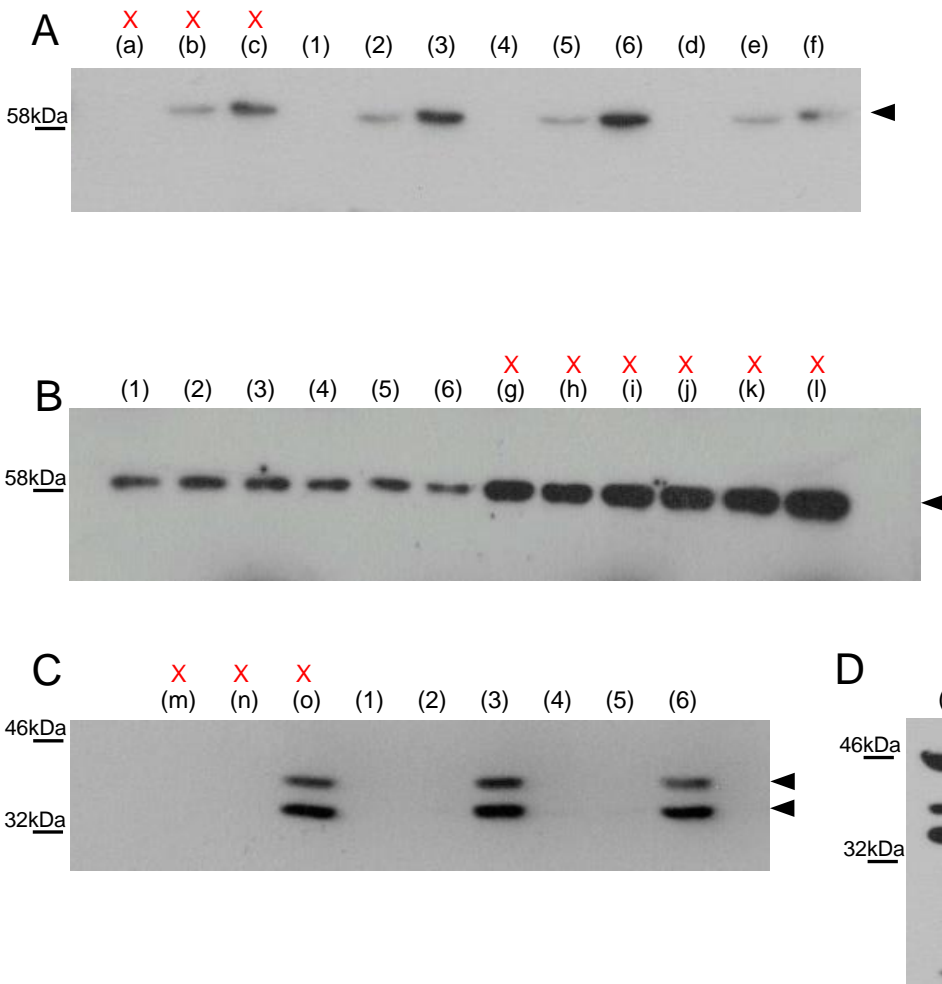

**S1\_raw\_S1 Fig D: Western Blotting Images.** Lane 1-6: Whole cell lysate isolated from 3T3-L1 adipocytes treated with various concentrations of insulin. 3T3-L1 adipocytes were differentiated from precursor cells infected with Empty- (Lane 1-3) or IRF7- (Lane 4-6) retrovirus. On day 7 after the induction of adipogenic differentiation, 3T3-L1 adipocytes were stimulated with  $10^{-9}$  (Lane 2 and 5) or  $10^{-7}$  M (Lane 3 and 6) insulin for 5 minutes. 10 mM HCl was added to culture medium as vehicle control (Lane 1 and 4). Then, cells were lysed with RIPA buffer and isolated cell lysates were loaded on 8-12 % of polyacrylamide gel and transferred to PVDF membrane. The membrane was incubated with anti phospho-Akt (expected molecular weight: 60 kDa)(Panel A), anti-Akt (expected molecular weight: 60 kDa)(Panel B), anti phosphor-ERK (expected molecular weight: 42/44 kDa)(Panel C) and anti-ERK (expected molecular weight: 42/44 kDa)(Panel D) antibody. Signals were detected using a Clarity western ECL substrate (BioRad, Hercules, CA) and X-ray film (Carestream, NY, USA). The arrowhead indicate the expected position of each protein. Lane (a)-(o): Protein samples un-related to this study. Red crosses indicate wells not included in final figures. Lane 1-6 were used in S2 Fig D.

How the deposited data were processed for this re-analysis (not part of the article)

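RNA from 3T3-L1 adipocytes at day 7 of differentiation was measured on 2 one-colour Agilent arrays, 1 of cells infected with Empty retrovirus and 1 of cells infected with IRF7 retrovirus. Groups were taken from the labels of the samples and the paper. With 1 array per group no test was made, no p-value was given, and no replicate could be left out. Both arrays were on 1 slide and scanned on the same day, so slide and scan day were not a source of difference between the groups.

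The authors scanned the arrays and extracted spot values with Feature Extraction 10.7.1.1, which subtracts background and removes spatial trends, and deposited the resulting intensity of each spot with its flags. They also deposited a table of log2 values per probe. The difference of its 2 columns had a median distance of 6.2e-05 from the log2 ratio of the scanner intensities, and all probes with 1 spot lay within 0.01 of it, so the table carries a shift of each array and a centring of each probe that both arrays share. The paper names GeneSpring for the analysis, and the text does not name the filter used for these arrays.

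From the deposited intensity, control spots were left out, probes with a spot flagged as non-uniform or as a population outlier on either array were left out (134 flagged spots on the Empty array and 126 on the IRF7 array, 166 probes), and the spots of a probe were averaged. The probes of Lep, Tnf and Il1b were among those left out. Signals were log2 transformed and shifted by the 75th percentile over the 39429 probes of the array. A probe counted as well above background when the majority of its spots were. Probes not well above background on either array (14955) were given no ratio, and those above it on 1 array a lower bound, set to 0 where it fell under 1-fold. A change was counted at 2-fold or more. Probes were named by matching their RefSeq accession, without version, to a table of mouse genes of assembly GRCm38.p6, which named 26581 probes (20144 genes) and left 12848 without a symbol. The array design was annotated on an older build, so no coordinates are given. For a gene with several probes, the unflagged probe with the highest mean signal was used. No probe sequences were used, so signal shared between related genes could not be separated.

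The gene lists and the rule for named genes were fixed, like the alternatives below, before the data were examined: interferon-stimulated antiviral genes, MHC class I and antigen processing, interferon-inducible GTPases, chemokines and inflammatory mediators, adipocyte genes, the IRF family, type I interferons and Toll-like receptors. Lists of macrophage and pre-adipocyte markers were added after the arrays were first examined. Older symbols were matched through the same table, and 10 listed symbols had no probe under a matched name. Random lists (10000) were drawn within 20 groups of mean signal. The genes named are those the paper names, the 5 largest increases and 5 largest decreases among genes measured on both arrays, and up to 4 members each way of each list; Ccl7, Nfkbia, Tnfaip3, Lcn2, Fabp4, Plin1, Lpl, H2-Q8 and accessions without a symbol were chosen after their values were seen. Some genes under this rule, and the median of the IRF family, are not reported here.

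The procedure was tested on a simulated pair of arrays with 39429 probes, of which 200, all with a signal over 100, were changed 4-fold under an assumed noise. All 200 were found and 0 unchanged probes passed 2-fold. The noise was not fitted to the spread of dim spots on the real arrays, so this result does not measure false calls among dim or bounded probes. Of 100 lists of unchanged probes, 5 fell under the 5th and 5 over the 95th percentile.

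The alternatives were the median in place of the 75th percentile, quantile normalisation, the 75th percentile over probes well above background on both arrays, normexp background correction with an offset of 50 (limma 3.58.1 in R 4.3.3), 3 treatments of dim probes, the deposited log2 values, gene symbols in place of probes, and the mean over probes of a gene. The normexp correction was run on the median signal and the median local background of each spot, since a mean signal was not used here. The technical error of a ratio is that of the error model of Feature Extraction. A search of promoters for the ISRE motif was planned for the case that a genome was at hand and was not run. Other steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.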

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

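The restriction to genes well above background on both arrays and the normexp correction were chosen before any value had been seen, while the other tests in this part, and the limits that decide all of them, were chosen after the results had been seen; for macrophage markers the median of the list was planned first, and the count used was chosen after the values of its members had been seen.

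Ifnb1, the gene of interferon beta, is not discussed by the paper for these arrays. Its probe was not well above background on the Empty array and reached a signal of 584.3 on the IRF7 array. The lower bound by the rule used here was 6.13 on the log2 scale or 69.9-fold, with a technical error of 0.66. With normexp background correction the value was 2.91. Interferon-stimulated antiviral genes, which the text of the paper does not discuss one by one, had a median log2 ratio of 4.93, and Cxcl10, which that text does not discuss, had a log2 ratio of 6.44, both above the level of the Empty array.

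Several technical explanations of the antiviral response were tested, and all but signal shared between related sequences were excluded as its whole cause. A difference in array scaling would move all lists alike, whereas the median of the antiviral list lay 4.92 above that of the adipocyte list. Dim spots near background were not needed for it, since the 31 antiviral genes well above background on both arrays had a median of 4.93 as well. Swapped labels would place Irf7 lower on the array labelled IRF7, and its log2 ratio was 5.69. Signal shared only between members with the same symbol stem would leave the others at their old level. The 15 members whose symbol stem no other member shares had a median of 4.93, and all 15 were increased 2-fold or more, with a lowest value of 2.19. Genes with different stems can still be related, and no probe sequences were used, so shared signal in general was not tested. As to cells of another type (macrophages), 6 of 11 macrophage markers with a probe were not well above background on the IRF7 array, among them Lyz2, an abundant macrophage transcript, at a signal of 2.22. Among the others, Csf1r (-0.04), Fcer1g (-0.21) and Itgam (-0.71) did not rise, Ctss was at a lower bound of 0.07, and Tyrobp reached a lower bound of 1.33 at a signal of 23.9 on the IRF7 array. The median of the 6 markers with a ratio or a bound was -0.12.

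Another difference between the 2 cultures stays open, because with 1 array per group (1 culture each) IRF7 and anything else that set the cultures apart cannot be told apart. A biological hypothesis is that interferon released by the cells, for which the lower bound of 6.13 for Ifnb1 is the value at hand, may have added to the increase of antiviral genes, and possibly of Irf7 itself, beside any direct action of IRF7 on their promoters. These arrays cannot separate the direct from the indirect route.

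The paper reports the increased genes only. In these arrays 288 probes were decreased 2-fold or more, 127 of them measured on both arrays. Of the latter, 78 lay at a mean signal under 50, and with normexp background correction 19 decreased probes were left, all of them among the 288. No explanation of the decreases was tested.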

How the results depend on the processing

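No replicate could be left out and no paired analysis was possible because each group had 1 array. The technical error of a ratio was the yardstick for genes and lists, and 1.5 times the main count for counts. Leaving out only the spots marked as outliers, with the rest of the probe kept, was an alternative chosen after seeing the data (630 increased and 290 decreased).

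The number of increased probes, 628 in the main setting, was 596 with the median, 613 with quantile normalisation, 628 with the 75th percentile over probes measured on both arrays, 628 with the deposited log2 values, 443 with only probes well above background on both arrays and 839 with plain ratios. It moved by more than 1.5 times to 1420 with every dim probe kept, to 329 with normexp, and to 380 when gene symbols were counted. The number of decreased probes, 288, moved to 1317 with every dim probe kept, to 127 with only probes measured on both arrays, to 19 with normexp, and to 181 as gene symbols. The counts over fewer probes or over symbols are lower by construction, and an offset of 50 shrinks the ratios of dim probes by construction. The share of increased among changed probes was 68.6% in the main setting, 94.5% with normexp and 51.9% with every probe kept; with the other alternatives it lay within 10 points of the main value. All 329 probes increased with normexp were also increased in the main setting.

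Irf7 was 5.69 in the main setting and 5.26 with normexp; elsewhere it moved by less than its error. Ccl2 lay between 1.17 and 1.21 under all its alternatives. With normexp, the median log2 ratio fell to 4.38 for antiviral genes, 3.30 for interferon-inducible GTPases, 0.10 for chemokines and inflammatory mediators (0.10 also with every probe kept) and 0.54 for type I interferons, which reached 1.64 with plain ratios. Over 7 of the planned lists no median of 1 or more in size changed sign, the adipocyte median stayed near 0 on either side of it, and 57 of 63 alternative medians lay within the technical error. The lists of macrophage and pre-adipocyte markers were not run under the alternatives.

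Of 517 alternative values for the other 58 named genes with a ratio, 476 lay within the technical error, 41 moved by more (31 of them with normexp) and 0 reversed a change of 2-fold or more. The other scalings shifted the median ratio of probes measured on both arrays by at most 0.03 from its main value of -0.06.

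Signal over background limits the results: 14955 probes had no ratio, and 185 of the increased and 161 of the decreased probes have bounds only. The search for ISRE motifs, with its alternatives for window, motif and gene set, was not run.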

Differences from the paper's values

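The number of increased probes (628) lay within 1.5 times the 519 genes of the paper, whereas 329 with normexp, 839 with plain ratios and 1420 with every dim probe kept did not. The remaining values of the paper are quantitative PCR ratios to 18S RNA, read by eye from bars (means ± SEM), set here beside the fold on the arrays.

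For MCP-1 at day 7, the paper's bars give about 4.7-fold (error about 0.8) in Fig 3C, read by eye, and the arrays gave 2.31-fold. None of the alternatives set before the data were examined came within 1.5 times of it (2.26-fold to 2.31-fold). For PPARγ the paper's bars give about 2.0-fold (error about 0.73) in Fig 3D, read by eye, and the arrays gave 1.12-fold. The paper does not count the difference between its bars as an effect, and none of the same alternatives closed the gap. For C/EBPα the bars give about 1.6-fold (error about 0.36) in Fig 3E, read by eye, which the paper also counts as unaffected. The arrays gave 0.970-fold (0.948-fold to 0.977-fold, none of which closed the gap). The limit of 1.5 times does not take these errors into account.

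In the other panels the values did not differ by this rule. For MCP-1 in serum-starved cells without LPS the bars give about 2.7-fold in Fig 3H, read by eye, beside 2.31-fold on the arrays. For Tap2 in the same condition they give about 4.1-fold in Fig 3I, read by eye, beside 4.23-fold. For adiponectin they give about 1.4-fold in Fig 3G, read by eye, with a large error, beside 0.987-fold.

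The paper states that leptin mRNA was not affected by IRF7. Lep was left out of the main setting for a spot marked as an outlier. With only that spot left out, a setting chosen after seeing the values, it had a log2 ratio of -1.08, and with normexp background correction as well, also chosen after seeing the values, -0.37.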

Other observations

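The tests of explanations for the decrease of Lep were chosen, or their wording and limits settled, after the results had been seen, and so were both settings in which Lep has a value.

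The genes of the qPCR panels were also on these arrays. The log2 ratio was 0.17 for Pparg (10 spots), -0.04 for Cebpa, -0.02 for Adipoq and 2.08 for Tap2. The paper reports Tap2 as a typical IRF target that rose with IRF7.

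Lep was left out of the main setting because 1 of its 10 spots on the IRF7 array was marked as an outlier. With only that spot left out, Lep was lower on the IRF7 array, with a signal of 71.9 ± 5.36 over 10 spots of the Empty array and 34.0 ± 2.54 over 9 spots of the IRF7 array (SD over spots), a log2 ratio of -1.08. With normexp background correction as well it was -0.37, under 2-fold. A dim signal near background thus stays open for the size of the decrease, since the offset of that correction shrinks the ratios of dim probes by construction. Fewer differentiated cells would lower the other adipocyte genes about as far. Against the -1.08 of Lep, the largest decrease among the 23 other members was -0.69 (Retn). With normexp, Retn (-0.71), Pck1 (-0.43) and Dgat2 (-0.42) fell further than Lep at -0.37, while the median of the list was 0.02. Of these 23, 6 were lower by more than their technical error and 0 higher, and the abundant transcripts of Fabp4 (0.08), Plin1 (0.07) and Lpl (-0.01) did not move beyond it. The largest increases of the list were those of Scd1 (0.19), Pparg (0.17), Acaca (0.15) and Srebf1 (0.11), and beside Retn the lowest were Pck1 (-0.44), Fasn (-0.38) and Dgat2 (-0.36). More pre-adipocytes left in the culture would raise their markers alike, whereas 12 markers had a median of -0.15 (percentile 16.2 of random lists) and ran from -0.60 (Lox) to 0.51 (Tagln). At -1.08, neither of these cell mixtures accounts for the decrease of Lep as a whole. At -0.37, the comparison with the largest decrease cannot decide, because other members fell further. The pre-adipocyte markers were not run with normexp. Another difference between the cultures stays open, with 1 array per group.

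Within the IRF family, Irf9 had a log2 ratio of 2.50, Irf1 of 0.80, Irf2 of 0.57 and Irf3 of -0.21, the last about as large as its technical error of 0.20. Irf4, Irf5 and Irf8 were not well above background on either array.

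Of type I interferon genes, 11 were measured, all higher on the IRF7 array, with a median of 1.26 that lay above all 10000 random lists. Ifnb1 led the list. Among Ifna genes, Ifna13 had a log2 ratio of 2.14, Ifna2 of 1.99, Ifna5 of 1.96, Ifnab of 1.64, Ifna7 of 1.20, Ifna14 of 1.17, Ifna1 of 1.13 and Ifna12 of 0.34, all at signals of 133 or less. Lower bounds were 1.26 for Ifna4 and 1.01 for Ifna11. With normexp background correction all of these genes except Ifnb1 came out at less than 2-fold, from 0.28 (Ifna12) to 0.72 (Ifnab). Second probes gave lower bounds of 2.73 for Ifna12, 0.35 for Ifna2 and 1.20 for Ifnab, and the mean over the probes of Ifna2 was 1.17. These genes are closely related in sequence, and their probes were not separated. The paper says of type I interferon that it was hardly detected in long-term culture, without naming the assay in that sentence. The arrays of long-term culture were not analysed here. Ifnk and Ifne were not well above background on either array.

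Il6 had a log2 ratio of 1.33 (0.78 with normexp background correction, under 2-fold), while Nfkbia (-0.17), Tnfaip3 (0.01) and Lcn2 (-0.02) did not move beyond their technical error. Nfkbia, Tnfaip3 and Lcn2 were singled out after their values were seen. Tnf and Il1b were left out for spots marked as outliers. Ccr2 was not well above background on either array, and Adgre1 was well above it on the Empty array alone, at a signal of 8.63. Tlr7 had a log2 ratio of 0.37 and Tlr9 of 0.24, with a median of 0.31 at percentile 93.1 of random lists, and Tlr8 was not well above background on either array.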
